# Transcriptional Profiling of Midguts Prepared from *Trypanosoma/T. congolense*-Positive *Glossina palpalis palpalis* Collected from Two Distinct Cameroonian Foci: Coordinated Signatures of the Midguts’ Remodeling As *T. congolense*-Supportive Niches

**DOI:** 10.3389/fimmu.2017.00876

**Published:** 2017-07-28

**Authors:** Jean M. Tsagmo Ngoune, Flobert Njiokou, Béatrice Loriod, Ginette Kame-Ngasse, Nicolas Fernandez-Nunez, Claire Rioualen, Jacques van Helden, Anne Geiger

**Keywords:** field tsetse fly, Cameroonian foci, RNAseq, vector control, trypanosomiasis

## Abstract

Our previous transcriptomic analysis of *Glossina palpalis gambiensis* experimentally infected or not with *Trypanosoma brucei gambiense* aimed to detect differentially expressed genes (DEGs) associated with infection. Specifically, we selected candidate genes governing tsetse fly vector competence that could be used in the context of an anti-vector strategy, to control human and/or animal trypanosomiasis. The present study aimed to verify whether gene expression in field tsetse flies (*G. p. palpalis*) is modified in response to natural infection by trypanosomes (*T. congolense*), as reported when insectary-raised flies (*G. p. gambiensis*) are experimentally infected with *T. b. gambiense*. This was achieved using the RNA-seq approach, which identified 524 DEGs in infected vs. non-infected tsetse flies, including 285 downregulated genes and 239 upregulated genes (identified using DESeq2). Several of these genes were highly differentially expressed, with log2 fold change values in the vicinity of either +40 or −40. Downregulated genes were primarily involved in transcription/translation processes, whereas encoded upregulated genes governed amino acid and nucleotide biosynthesis pathways. The BioCyc metabolic pathways associated with infection also revealed that downregulated genes were mainly involved in fly immunity processes. Importantly, our study demonstrates that data on the molecular cross-talk between the host and the parasite (as well as the always present fly microbiome) recorded from an experimental biological model has a counterpart in field flies, which in turn validates the use of experimental host/parasite couples.

## Introduction

Human African trypanosomiasis [HAT or sleeping sickness; (1)] and animal African trypanosomiasis [AAT or nagana; (2)] are two vector-borne diseases that inflict heavy social and economic burdens on sub-Saharan African populations. Although the number of newly diagnosed HAT cases is decreasing (<10,000 per year) (3), more than 60 million people living in endemic areas are at risk of infection (4). In addition, AAT causes a large amount of livestock loss, which has been estimated as high as US$ 4.5 billion per year (5). HAT is due to either *Trypanosoma brucei gambiense* (Tbg; the chronic form of the disease in West and Central Africa) or *T. b. rhodesiense* (the acute form of the disease in East Africa), which are, respectively, transmitted by *Glossina palpalis* and *G. morsitans*. In contrast, AAT is caused by *T. b. brucei, T. congolense* (Tc; the forest or savannah type), or *T. vivax*, and is transmitted by *G. palpalis* or *G. morsitans*.

Despite differences between Tc and Tbg [reviewed in Ref. (6)], the parasites share several important characteristics. In particular, they are digenetic, meaning that they need to successively infect two different hosts to achieve their life cycle. One of these hosts, a *Glossina* fly, is the vector, whereas the other host is a vertebrate, typically a mammal. These parasites must accomplish a crucial part of their life cycle within their vector, namely their multiplication and maturation into the infectious form that can be transmitted to the vertebrate host while the tsetse fly ingests its blood meal. More specifically, Tc and Tbg undergo sequential differentiations after their ingestion by the fly, from the ingested blood stream form to the vertebrate-infective metacyclic form. The latter differentiation occurs either in the proboscis (for Tc) or in the salivary glands (for Tbg) (7), which is the basis for their respective classification into two different subgenera, *Nannomonas* and *Trypanozoon* (8). They also share the ability to excrete/secrete a number of proteins, some of which are considered to be involved in their establishment in the tsetse midgut and/or in the pathogenic process developed within the vertebrate host (9–12). Finally, the establishment of both Tc and Tbg in the *G. palpalis* vector is reported to be favored by *Sodalis glossinidius*, the secondary symbiont inhabitant of the tsetse gut (13). This finding demonstrates the occurrence in naturally infected field tsetse flies of a tripartite interaction (fly/trypanosome/gut bacteria) already reported to occur in experimentally infected insectary flies (14–18).

Another similarity between the parasites is that their mantle, which consists of a variant surface glycoprotein, allows them to evade the host’s immune system by means of antigenic variations (19–21), thus rendering ineffective any vaccine approaches to fight HAT or AAT. Nevertheless, progress has been made in rapid diagnosis (22) and therapy that uses a nifurtimox–elfornitine combination in the treatment of the second phase of HAT (23). Furthermore, besides the use of trypanocidal drugs, the incidence of AAT can be lowered by introducing trypanotolerant cattle into AAT-infected area or through the antibody-mediated inhibition of trypanosome-secreted proteins involved in the parasite pathogenic process (24, 25).

Another approach to fight HAT or AAT is by vector control. Diverse strategies are available, including the application of pesticides, the use of sterile males, and the development of paratransgenic approaches (26–32).

The normal status of tsetse flies is considered to be refractory to trypanosome infection, given that artificial or natural infection rates are always low (28, 33–36). Recently, a global transcriptomic analysis was performed (15–17) in the context of an anti-vector strategy, aimed at deciphering the molecular cross-talk occurring between the different participants involved in tsetse infection: the fly, the trypanosome, and the fly gut bacteria, especially the primary (*Wigglesworthia glossinidia*) and secondary (*S. glossinidius*) symbionts. The authors also focused on identifying differentially expressed genes (DEGs) associated with fly susceptibility or refractoriness as a result of fly infection by the trypanosome. These investigations were performed on insectary-raised *G. p. gambiensis* (Gpg) flies that were artificially infected (or not) by Tbg. This study raised the question of whether the results recorded under these experimental conditions could be transposed to what actually occurs under natural conditions in HAT and AAT foci.

To address this question we have conducted similar transcriptomic analyses on *G. p. palpalis* (Gpp) flies infected or not with Tc, collected in two HAT foci in southern Cameroon. Our experimental design involved a different host vector/parasite couple (Gpp/Tc) from what was used in the previous insectary-raised approach. However, as shown above and in support of this approach, several notable characteristics are shared between the Gpp/Tc couple and the previously used Gpg/Tbg couple, including life cycle, sequential differentiation within the vector, transmission modalities, host immune response escape, and pathological effects on susceptible vertebrate hosts, among others. Thus, the objectives of this study were to determine whether or not field-collected tsetse flies react to trypanosome infection under natural conditions similar to insectary flies under experimental conditions, and whether or not Tc induces molecular disruptions in Gpp similar to those provoked by Tbg in Gpg. Importantly, our approach provides novel evidence that validates the use of experimental host/parasite couples in the context of investigating anti-vector strategies.

## Materials and Methods

### Sampling Areas

Tsetse flies were sampled in May and June 2015 in two active HAT foci (Campo and Bipindi), located in the Ocean Division of the southern region of Cameroon. The Campo focus (2°20′N, 9°52′E) is located on the Atlantic coast and extends along the Ntem river. The HAT National Control Program that visits Campo once per year diagnosed 61 novel HAT cases between 2001 and 2011. The passive identification of two cases in 2012 (37) indicates that HAT is still present. The Bipindi focus (3°2′N, 10°22′E) has a typical forest bioecological environment, including equatorial forest and farmland along roads and around villages. This focus has been recognized since 1920 (38) and includes several villages. Sleeping sickness is still present, since approximately 83 HAT cases were identified by the National Control Program in this focus between 1998 and 2011 (Ebo’o Eyenga, personal communication). In addition to HAT cases that involve *G. palpalis* and Tbg, regular global surveys have identified the presence of several other *Glossina* (including Gpp) and *Trypanosoma* species (including Tc) in both foci. Surveys have also identified a variety of domestic and wild animals that serve as reservoirs for diverse *Trypanosoma* species (39–42). As described below, flies were trapped in these areas in order to select non-infected and Tc-infected individuals.

### Fly Sampling, Dissection, and Subsequent RNA Preservation

The May 2015 tsetse fly trapping campaign was conducted in three Campo villages (Ipono, Mabiogo, and Campo-Beach), and the June 2015 campaign was conducted in three Bipindi villages (Lambi, Bidjouka, and Ebiminbang). The geographical positions of the sampling sites were determined by GPS. Tsetse flies were captured using pyramidal traps (43) placed in suitable tsetse fly biotopes. Each trap was installed for four consecutive days, and the flies were collected twice per day.

Prior to handling samples, work stations and dissecting instruments were cleaned with RNase away (Ambion) in order to eliminate any RNases that could degrade sample RNA. Furthermore, tsetse flies were dissected alive to prevent RNA degradation by normal *post mortem* degradation processes. The first step in sample processing consisted in identifying the collected tsetse flies to the species level on the basis of morphological criteria and adapted taxonomic keys (44). Next, the samples were separated into two groups of teneral and non-teneral flies. The non-teneral Gpp flies were dissected in a drop of sterile 0.9% saline solution, according to the midgut dissection protocol developed by Penchenier and Itard (45). The organs were immediately transferred to tubes containing RNAlater (Ambion) for DNA and RNA extraction. These samples were then used for parasite identification by specific PCR amplification, and ultimately for transcriptomic analysis. All tools were carefully cleaned after the dissection of each fly to prevent cross-contamination. During field manipulations, the tubes containing the organs were stored at −20°C for 5 days; subsequently, they were stored in the laboratory at −80°C until use.

### DNA and RNA Extraction

To prepare for extraction, samples stored at −80°C were thawed and RNAlater was removed. The midguts were treated with the NucleoSpin TriPrep extraction kit (Macherey-Nagel) according to the manufacturer’s instructions, which allow the separate extraction of DNA and RNA. RNase free water (40 µl) was added to elute the RNA, and 100 µl of DNA elute solution was added to recover the DNA. RNA quality and the absence of any DNA contamination were checked on an Agilent RNA 6000 Bioanalyzer and quantified using the Agilent RNA 6000 Nano kit (Agilent Technologies, France).

### PCR Amplification

To identify which trypanosome species had infected the sampled tsetse flies, the isolated DNA samples stored at −80°C were thawed and used as a template for PCR amplification with specific primers (Table 1). PCR amplification of parasites was performed as described by Herder et al. (46) and consisted of a denaturing step at 94°C (5 min) followed by 44 amplification cycles, each comprising a denaturing step at 94°C (30 s), annealing at 55°C (30 s), and an extension step at 72°C (1 min). A final extension was performed at 72°C for 10 min. The amplified products were separated on a 2% agarose gel containing ethidium bromide and visualized under UV illumination. Positive (2 ng of reference DNA) and negative controls were included in each PCR amplification experiment. PCR amplifications that gave a positive result were repeated once for confirmation.

**Table 1:** Primers used for PCR amplification of trypanosomes.

Species	Primer sequence	Amplified product (bp)	Reference
*T. brucei* s.l.	5′-CGAATGAATATTAAACAATGCGCAG-3′	164	Masiga et al. (47)
	5′-AGAACCATTTATTAGCTTTGTTGC-3′		
*T. congolense* (“forest” type)	5′-CGAATGAATATTAAACAATGCGCAG-3′	350	Masiga et al. (47)
	5′-AGAACCATTTATTAGCTTTGTTGC-3′		
*T. congolense* (“savannah” type)	5′-CGAATGAATATTAAACAATGCGCAG-3′	341	Moser et al. (48)
	5′-AGAACCATTTATTAGCTTTGTTGC-3′		

*T, Trypanosoma; s.l., sensu lato*.

### RNA-Seq Processing

#### Preparation of cDNA Libraries

Total RNA from 10 Gpp flies (5 non-infected flies and 5 flies infected by Tc s.l.) was assayed using the TruSeq mRNA-seq Stranded v2 Kit (Illumina), according to the manufacturer’s instructions. Briefly, 4 µg of total RNA were used for poly(A)-selection to generate 120–210 bp cDNA fragments (mean size: 155 bp) after an 8-min elution-fragmentation incubation. Each library was barcoded using TruSeq Single Index (Illumina), according to the manufacturer’s instructions. After library preparation, Agencourt AMPure XP (Beckman Coulter, Inc.) was used to select 200- to 400-bp size libraries. Each library size distribution was examined using the Bioanalyzer with a High Sensitivity DNA chip (Agilent) to ensure that the samples had the proper size and that they were devoid of any adaptor contamination. The sample concentration was quantified on Qubit with the Qubit^®^ dsDNA HS Assay Kit (Life Technologies). Each library was then diluted to 4 nM and pooled at an equimolar ratio.

#### NextSeq-500 Sequencing

For sequencing, 5 µL of pooled libraries (4 nM) were denatured with 5 µl NaOH (0.2 N) according to the manufacturer’s instructions. Following a 5-min incubation, 5 µl of Tris–HCl (200 mM; pH 7) were added, and 20 pM of the pooled libraries were diluted with HT1 to a 1.6-pM final concentration. As a sequencing control, a PhiX library was denatured and diluted according to the manufacturer’s instructions, and 1.2 µl were added to the sample of denatured and diluted pooled libraries before loading. Finally, the libraries were sequenced on a high-output flow cell (400M clusters) using the NextSeq^®^ 500/550 High Output Kit v2 (150 cycles; Illumina) in paired-end 75/75 nt mode, according to the manufacturer’s instructions.

Datasets for the reads are available from the NCBI, GEO submission, accession number GSE98989.

### Bioinformatics Analysis

#### Workflow

The successive tasks of the bioinformatics analysis were managed using a Snakemake workflow (49). This workflow enables the reproduction of all analyses from the raw read files and is available from the supporting Web site.^1^

#### Reference Genomes

The *G. palpalis* genomic sequences (Glossina-palpalis-IAEA_SCAFFOLDS_GpapI1.fa) and annotations (Glossina-palpalis-IAEA_BASEFEATURES_GpapI1.1.gff3) were downloaded from VectorBase (50). For the annotation of Tc genes, the reference genome (TriTrypDB-9.0_TcongolenseIL3000.gff) was downloaded from TriTrypDB (51), whereas the *Drosophila melanogaster* reference genome (Drosophila_melanogaster.BDGP6.30.gff3) was downloaded from Flybase (52).

#### Lane Merging

Since each sample was sequenced on four lanes, the original fastq-formatted read files were merged to produce two files per sample (one for each paired-end extremity).

#### Read Quality Control

FastQC^2^ was run on the raw reads in order to check their quality.

#### Read Mapping

Raw reads were mapped onto the genome with the local alignment algorithm Subread-align (53) in paired-ends mode with at most 10 mismatches. Read mapping statistics were computed using samtools flagstats (54) and are summarized in Table S1 in Supplementary Material.

#### Read Counts per Gene

The number of read pairs (fragments) per gene was counted using the featureCounts tool from the Subread package (55), including the option “feature type” to only count reads overlapping transcripts.

#### Visualization

Genome maps were generated using the Integrative Genomic Viewer (56).

#### Detection of DEGs

Differential gene expression analysis was performed using the SARTools R package (57), which separately runs DESeq2 (58) and egdeR (59) as well as generates readable reports.

#### Identification of Orthologs between Gpp and *D. melanogaster*

Because the *G. palpalis* genome is inadequately assembled and annotated, our functional interpretation of the DEGs relied on a comparative genomics approach. This was based on the identification of bidirectional best hits (BBH) between all sequences of *G. palpalis* and *D. melanogaster* (assembly BDGP6). BBH were identified using blastp (60) and the BLOSUM45 substitution matrix, and by setting a threshold of 10^−5^ on the expected score.

#### Functional Enrichment of DEGs

Identification of functions associated with the DEGs was based on *Drosophila* orthologs of the DEGs (ortho-DEG). Functional enrichment was separately performed using the DAVID (61) and g:Profiler (62) tools. The Bonferroni correction was used to obtain the enrichments of these functions, with a threshold set at 10^−3^.

#### Pathway Mapping of DEGs

*Drosophila* orthologs of the DEGs were loaded into the metabolic cellular overview of BioCyc (63) in order to highlight the pathways affected by the infection.

#### Statistical Treatment of Entomological Data

Entomological data, as well as all other calculations, were evaluated using the statistical package SPSS version 2.0. Spreadsheets were made using Microsoft Office Excel 2007.

## Results

### Entomological Data

A total of 1,991 tsetse flies were collected during the entomological survey (775 flies from Campo and 1,216 flies from Bipindi). The Campo fly population was composed of Gpp (95.61%), *Glossina caliginea* (2.06%), *Glossina palicera* (1.87%), and *Glossina nigrofusca* (0.52%). Two tsetse fly species were identified at the Bipindi focus: Gpp (99.34%) and *G. palicera* (0.66%). The mean apparent density was 4.24 flies per trap per day; however, this parameter was highly variable between the different villages and was higher in Bipindi (8.1) than in Campo (3.52) (Table 2). The frequency of teneral flies was typically low in both Bipindi (0.08%) and Campo (1.16%). These data are roughly in line with data recorded in 2007/2008 (13), although the rate of teneral flies was much lower in the present study. Only 1,245 of the trapped 1,991 tsetse flies were dissected, since 10 flies were teneral and 736 flies were desiccated.

**Table 2:** Entomological field data from the Bipindi and Campo foci.

Focus	Village	Number of traps	Number of tsetse flies captured	ADT	Number of teneral tsetse flies (%)	Number of tsetse flies dissected
Campo	Ipono	15	161	2.68	4 (2.48)	110
	Beach	15	341	4.55	3 (0.87)	264
	Mabiogo	18	273	3.21	2 (0.73)	228
	Total Campo	48	775	3.52	9 (1.16)	602
Bipindi	Bidjouka	23	608	5.28	1 (0.16)	278
	Lambi	12	486	8.1	0 (0)	303
	Ebimimbang	15	122	1.74	0 (0)	72
	Total Bipindi	50	1,216	4.96	1 (0.50)	653
Total		98	1,991	4.24	10 (0.50)	1,255

*ADT, apparent density per trap per day*.

### PCR Identification of Trypanosome Species in the Tsetse Midgut

The number of flies carrying single or mixed trypanosome infections is presented in Table 3. Of the 337 Campo flies analyzed, 25 (7.41%) were infected by the Tc “forest” type, 16 (4.74%) by the Tc “savanah” type, and 14 (4.15%) by both parasites. In contrast, Bipindi flies only carried the Tc “forest” type (8.33%). Table S1 in Supplementary Material details the characteristics of the different samples including those used for transcriptomic analyses.

**Table 3:** Number of *Trypanosoma congolense* s.l. simple and mixed infections by village.

Focus	Village	Number of tsetse flies analyzed	Number of flies infected with TcF	Number of flies infected with TcS	Number of flies carrying a mixed infection
Campo	Ipono	63	2	1	1
	Beach	170	15	8	7
	Mabiogo	104	8	7	6
	Total Campo	337	25	16	14
Bipindi	Bidjouka	40	1	0	0
	Lambi	33	5	0	0
	Ebimimbang	11	1	0	0
	Total Bipindi	84	7	0	0
Total		421	32	16	14

*TcF, T. congolense “forest” type; TcS, T. congolense “savannah” type*.

### Raw Data

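The sequenced material was the midgut of 10 field-caught Gpp flies, 5 infected with Tc and 5 non-infected, with 1 stranded, poly(A)-selected RNA library per fly. The paper trapped its flies in the Campo and Bipindi foci. The village and sex of each sequenced fly, and the Tc type of each infection, were not found in the text read here. Reads were paired-end, 75 bases long, and came from 4 lanes per library, which the authors merged. The authors aligned the reads to the Gpp scaffolds with Subread-align, allowing at most 10 mismatches, and counted them per gene model with featureCounts 1.5.0-p1 in stranded mode. The authors' deposited count table holds raw counts for 20726 gene models, of which 1190 have no count in any library. Total counts ranged from 49738635 to 71663582 per infected library (median 67138490) and from 53709149 to 79464162 per non-infected library (median 63168618). CPM and fold changes use library sizes over the tested genes, scaled by TMM. Table S1 of the paper gives 101696300 to 145832638 QC-passed reads per library. The count table holds 96.1 to 111 counts per 100 read pairs, and 7 of the 10 libraries have more counts than read pairs. The 13181 genes kept by the filterByExpr function of edgeR were compared between infected and non-infected flies with edgeR's quasi-likelihood test, two-sided, and the p-values were adjusted by the Benjamini–Hochberg method. The authors' deposited DESeq2 and edgeR tables of the same comparison were read beside this test. Gene names and Drosophila orthologs were not used here, so gene models are given by identifier or by scaffold and position.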

The sequencing of libraries produced a total of 400 million reads (theoretically 40 million reads per sample), which represent a satisfactory sequencing depth for subsequent differential gene expression analysis (Figure 1). Out of the 328 raw clusters generated, 77.6% were successfully filtered, with each sample producing 50–72 million clusters (mean: 61 million clusters) (Figure 1). Sequencing also revealed a total of 31,320 contigs distributed in 3,926 scaffolds with a mean size of 96,817 bp (varying in size from 545 bp to 3.6 Mb).

**Figure 1:**
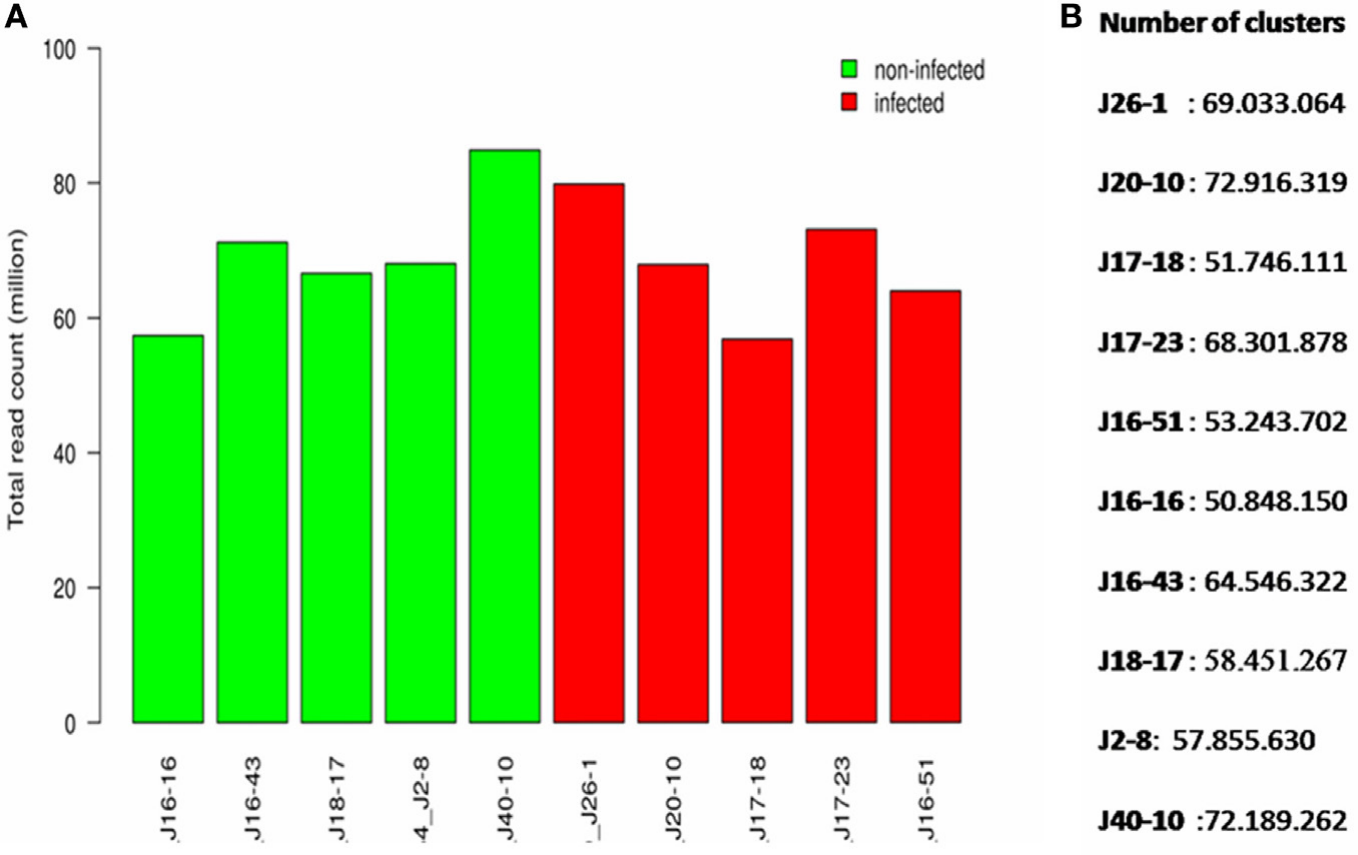
The score quality of different sequences of clusters, presented base by base. Green indicates a good quality. **(A)** Total read count per sample (millions). **(B)** Number of clusters per sample.

### Mapping on Gpp

RNA-seq sequencing produced an average of 124 million reads per sample. 

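Among gene models that overlap on opposite strands, the 3 most-counted pairs of the midgut libraries had near-equal counts on both strands. Over the 10 libraries, the plus-strand model on scaffold 35 from 673608 to 690924 had 21216858 counts, and the minus-strand model from 678169 to 703299 had 20716483. On scaffold 194, the minus-strand model from 262497 to 280093 had 20302026 counts and the plus-strand model from 264740 to 267392 had 20256065. On scaffold 68, the plus-strand model from 318365 to 325785 had 19030159 counts and the minus-strand model from 323777 to 324973 had 18634942. These 3 pairs were chosen after their values were seen. Of all gene models, 7286 (35.2%) overlap another on the opposite strand, and they hold 63.4% of all counts. In 1403 pairs, at least 90% of the shorter model lies inside the other and both models have at least 1000 counts. Of these, 293 (20.9%) had totals within 10% of each other, against 4.12% of neighboring opposite-strand models that do not overlap. The counting did not set the option for read pairs, so near-equal counts need not mean that both strands were transcribed. The 10 gene models with the most counts over all libraries together held 24.7% ± 7.62 (SD, n = 5) of counts in infected flies and 31.4% ± 3.93 (SD, n = 5) in non-infected flies (exact permutation test, two-sided, p = 0.135, adjusted p = 0.18). Per Table S1, 89.0% ± 2.56 (SD, n = 5) of reads in infected flies and 91.1% ± 0.664 (SD, n = 5) in non-infected flies mapped onto the Gpp genome (exact permutation test, p = 0.103, adjusted p = 0.165). Properly paired reads made up 82.6% ± 3.06 (SD, n = 5) and 84.9% ± 1.07 (SD, n = 5). The count table holds 56.9 ± 2.15 (SD, n = 5) counts per 100 mapped reads in infected flies and 59.1 ± 0.709 (SD, n = 5) in non-infected flies (exact permutation test, p = 0.0873, adjusted p = 0.165). These adjusted p-values are over 8 measures of the libraries.

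**Figure D1:**
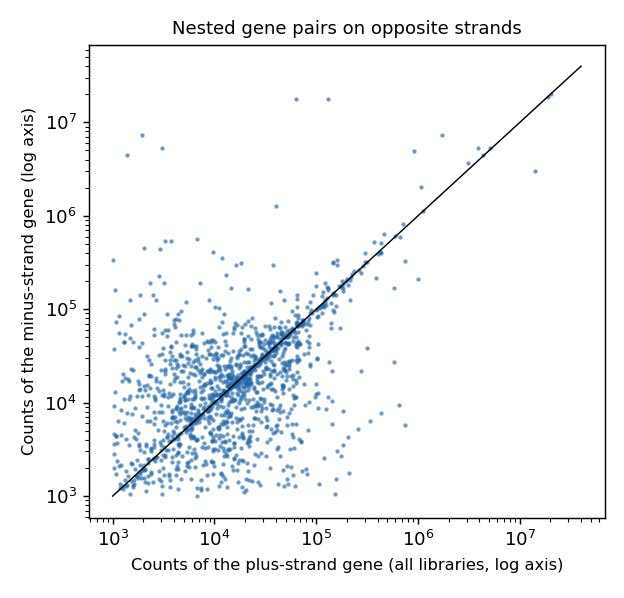
Counts over the 10 libraries of the 1403 nested gene pairs on opposite strands, on log axes, with the plus-strand gene on the x-axis and the minus-strand gene on the y-axis. Each point is 1 pair and the line marks equal counts; 293 pairs lie within 10% of it.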

From this, 111.45 million reads (83.6%) were mapped onto the genome of Gpp, 103.68 M (73.7%) of which were properly paired (Table 4).

**Table 4:** Read mapping statistics.

Mapping on	Mapped reads (%)	Properly paired reads (%)	Singleton reads (%)	QC-passed reads
*Glossina*	111.45 M (89.87)	103.68 M (83.61)	3.62 M (2.92)	123.8 M
*Trypanosoma*	0.3 M (0.24)	0.13 M (0.11)	0.15 M (0.12)	123.8 M

*M, millions of reads*.

### Mapping on Tc

Reads were also mapped onto the trypanosome genome in order to validate the infection status of the samples, as well as to investigate the role played by the trypanosome in this molecular dialog. Since trypanosome cells represented a small fraction of the analyzed material, only a smaller fraction of the reads could be mapped. Specifically, 300,302.5 (0.24%) reads were mapped from an average of 124 million reads per sample. This resulted in 137,305.4 (0.11%) properly paired reads and 157,712.5 (0.12%) singletons (Table 4).

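Of the 5 infected libraries, 4 held more properly paired trypanosome reads than every non-infected library. Per 1000000 QC-passed reads in Table S1, infected 3 had 6959, infected 1 had 983.7, infected 4 had 882.1 and infected 2 had 683.9. Infected 5 had 390.4, inside the range of the non-infected libraries, which ran from 378.6 to 489. The means were 1980 ± 2790 (SD, n = 5) in infected and 422.5 ± 42.1 (SD, n = 5) in non-infected flies. On the log2 scale the groups differed by 1.39, which is 2.61-fold (exact permutation test, two-sided, p = 0.0397; the smallest p that 5 flies against 5 allow is 0.00794). Adjusted over the 8 measures of the libraries, this p became 0.159. Singleton trypanosome reads per 1000000 were 1274 ± 138 (SD, n = 5) in infected and 1284 ± 188 (SD, n = 5) in non-infected flies (exact permutation test, p = 0.921, adjusted p = 0.921). With all mapped trypanosome reads the log2 difference was 0.63 (exact permutation test, p = 0.0873, adjusted p = 0.165). Without infected 3 the difference in properly paired reads was 0.72 (exact permutation test, p = 0.0476), and without any 1 of the non-infected libraries its exact permutation p lay between 0.0794 and 0.0952.

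**Figure D2:**
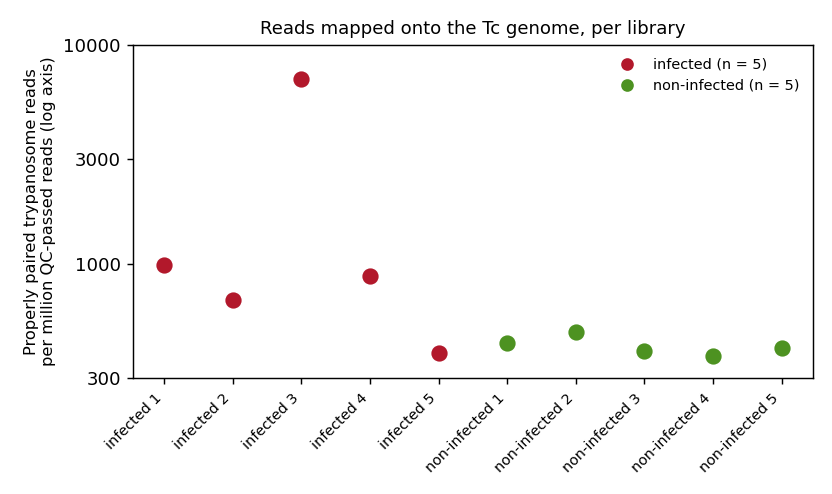
Properly paired trypanosome reads per 1000000 QC-passed reads (log axis) in each of the 5 infected and 5 non-infected libraries, from Table S1. Infected 3 sits at 6959, and infected 5, at 390.4, sits among the non-infected libraries.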

### DEGs between Infected and Non-Infected Flies

We used DESeq2 (Table 5) to detect genes that were differentially expressed between the five infected and five non-infected samples. 

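The 2 genes with the smallest p among those higher in infected flies were GPPI025317 and GPPI031172, and among those lower GPPI044712 and GPPI035277. These 4 genes did not pass an adjusted p of 0.05. GPPI025317, on the minus strand of scaffold 168 from 184434 to 195028, had 14.5 ± 1.29 counts per 1000000 counts (CPM; SD, n = 5) in infected flies and 9.46 ± 0.457 (SD, n = 5) in non-infected flies. Its log2 fold change was 0.62 (standard error 0.0846, adjusted p = 0.0561 from edgeR). GPPI031172, on the plus strand of scaffold 254 from 270830 to 286932, overlaps 1 gene model on the opposite strand. It had 1111 ± 135 CPM (SD, n = 5) in infected flies and 573.9 ± 63.6 (SD, n = 5) in non-infected flies, a log2 fold change of 0.95 (standard error 0.132, adjusted p = 0.0561 from edgeR). GPPI044712, on the minus strand of scaffold 623 from 47377 to 49105, had 0.986 ± 0.215 CPM (SD, n = 5) in infected flies and 2.79 ± 0.635 (SD, n = 5) in non-infected flies. Its log2 fold change was -1.50 (standard error 0.207, adjusted p = 0.0561 from edgeR). GPPI035277, on the plus strand of scaffold 327 from 281132 to 284340, also overlaps 1 opposite-strand model, and its CPM was 0.286 ± 0.084 (SD, n = 5) in infected and 1.13 ± 0.487 (SD, n = 5) in non-infected flies. Its log2 fold change was -1.96 (standard error 0.311, adjusted p = 0.0912 from edgeR). In each of these 4 genes, all 5 infected libraries lay on the same side of all 5 non-infected libraries. Of the 13181 genes tested, 0 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, in which 2147 genes had an unadjusted p under 0.05, against about 659 by chance. Of these 2147 genes, 1141 had a higher and 1006 a lower mean in infected flies. At an adjusted p of 0.05, DESeq2 with a fold change prior called 239 upregulated and 285 downregulated genes, DESeq2 without shrinkage called 541 genes, the likelihood ratio test of edgeR called 73, limma-voom called 0, and limma-voom with quality weights called 4. The adjusted p of 0.0561 in edgeR's quasi-likelihood test was shared by 5 genes. Among all tested genes, every infected library lay above every non-infected library in 227 and below in 228, against about 52 (0.397%) each way by chance. These 455 genes compare with a median of 71 over other splits of the libraries into 5 and 5, and with 652 when infected 4 and non-infected 4 change places. The quasi-likelihood test called 55 genes without non-infected 4, 6 without infected 4 and 1 without infected 3, and 313 (311 higher, 2 lower) when scaled by library size alone, which moves the median log2 fold change by 0.28. DESeq2 with the prior called 1044 genes without non-infected 4, but 246 to 266 without infected 2 or without non-infected 1, 2, 3 or 5.

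**Figure D3:**
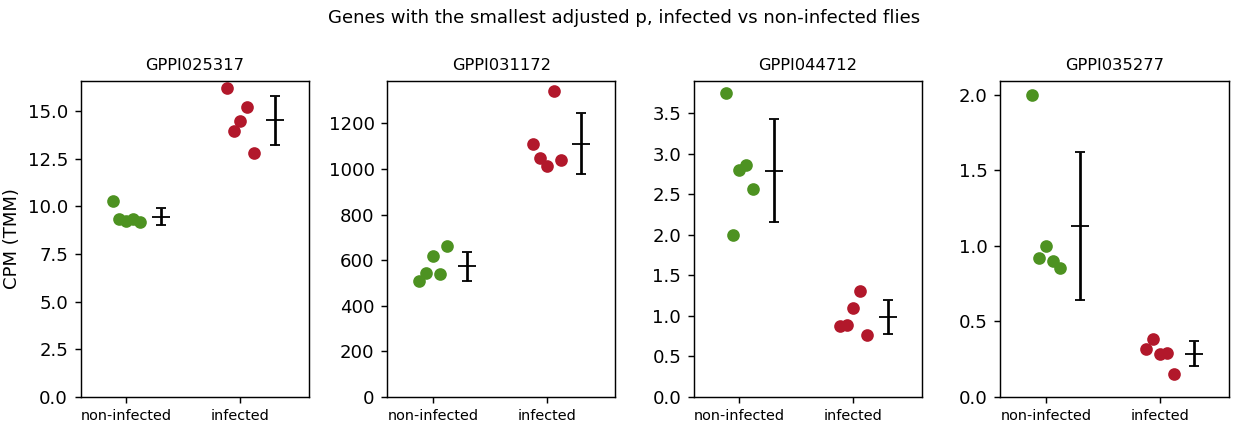
CPM of the 4 named genes in each library, with the mean and SD of the 5 infected and 5 non-infected flies beside the points. For GPPI031172, infected flies have a mean of 1111 and non-infected flies a mean of 573.9.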

When a Benjamini–Hochberg corrected *p*-value lower than 0.05 was applied, 524 genes were observed to be significantly differentially expressed in infected vs. non-infected flies, among which 285 genes were downregulated and 239 were upregulated. A similar DEG analysis was performed using edgeR (Table 5), which identified only 20 downregulated genes and 53 upregulated genes. 

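The 53 upregulated genes of the authors' deposited edgeR table had a median fold change of 2.14, and the 20 downregulated genes a median of 1.66-fold lower. All of the 53 and 20 genes had the same direction in edgeR's quasi-likelihood test of the counts, each at an unadjusted p under 0.05. Their largest adjusted p in that test was 0.214 among the upregulated and 0.188 among the downregulated genes. Every infected library lay above every non-infected library in 24 of the 53, and below in 13 of the 20. Since the 53 and 20 genes were called from the same counts, neither their direction nor this separation is independent evidence. In 6 of the 53, a single infected library had a higher CPM than the other infected libraries together, and in 4 of these it was infected 3. Across the authors' deposited DESeq2 and edgeR tables, 46 genes were upregulated and 20 downregulated in both. The median expression was 35.1 CPM for the 53 upregulated and 40.1 CPM for the 20 downregulated genes of the authors' deposited edgeR table. Refitted from the counts, the likelihood ratio test called the same 73 genes. That count became 145 without non-infected 4, 124 without infected 5, 31 without infected 2, 32 without non-infected 3, 28 without non-infected 5, and 25 without non-infected 1 or 2.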

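In the authors' deposited DESeq2 table, the log2 fold changes of called genes ran from -1.37 to 1.45, and 0 lay past 2 in either direction. A refit with a fold change prior, which shrinks fold changes toward 0, gave the same values to within 0.00447. Without shrinkage, DESeq2 gave the same called genes log2 fold changes from -2.08 to 4.02, of which 4 lay above 2 and 2 below -2, and edgeR's quasi-likelihood test also put 4 above 2 and 2 below -2. In the authors' deposited edgeR table, 8 called genes lay above 2 and 1 below -2. These 9 gene models were chosen for their values. The largest rise, 6.23 in the authors' deposited edgeR table, was that of the model on scaffold 1 from 1461103 to 1471136. Its CPM was 254 in infected 1, 599 in infected 2 and 48.5 in infected 4. In infected 3 and infected 5 it was 2.42 and 2.31, inside the non-infected range of 1.13 to 3.89. In edgeR's quasi-likelihood test, its log2 fold change was 6.22 (adjusted p = 0.13). The model on scaffold 87 from 767404 to 770172 had 241 CPM in infected 3 and at most 3.13 CPM in every other library. Infected 5 lay at or below the highest non-infected library in 6 of these 8 models, and infected 3 held more CPM than the other infected libraries together in 4. All 8 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, with a smallest adjusted p of 0.116. The 1 model below -2 lies on scaffold 3723 from 690 to 963 and had 0.153 to 1.07 CPM in the infected and 1.09 to 5.2 CPM in the non-infected libraries. Of the 8 rises, 2 were also called in the authors' deposited DESeq2 table and 3 had no p-value there.

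**Figure D4:**
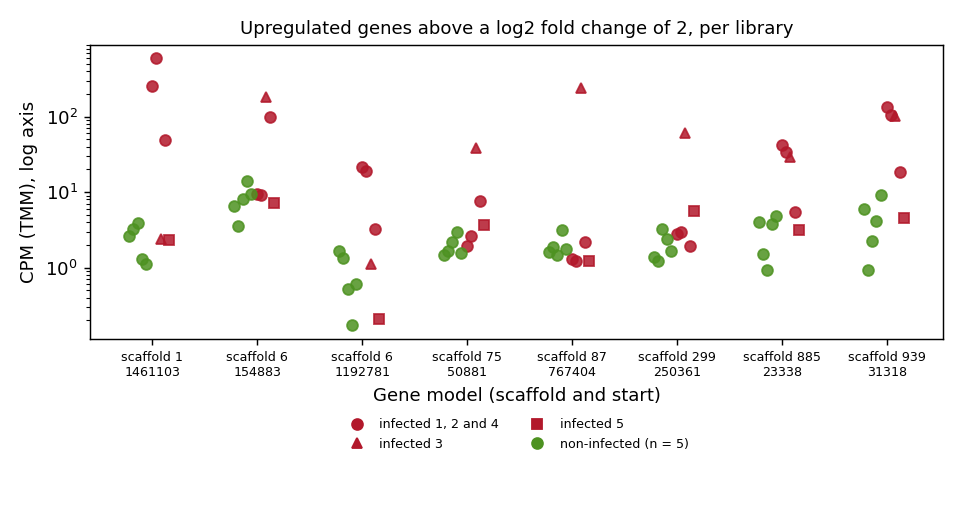
CPM (log axis) of the 8 gene models called above a log2 fold change of 2 in the authors' deposited edgeR table, by scaffold and start, in each of the 5 infected and 5 non-infected libraries. Triangles are infected 3, which is at 241 on scaffold 87, and squares are infected 5.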

Figure 2 presents the volcano plots produced by DESeq2 (Figure 2A) and edgeR (Figure 2B); genes that were significantly (*p*-value <0.05) differentially expressed and with a fold change of log2 (fold change) >2 (i.e., upregulated genes) or log2 (fold change) <−2 (i.e., downregulated genes) were considered relevant.

**Table 5:** Differentially expressed genes.

	Downregulated	Upregulated	Total
DESeq2	285	239	524
edgeR	20	53	73
Common	20	46	66
Total	285	246	531

**Figure 2:**
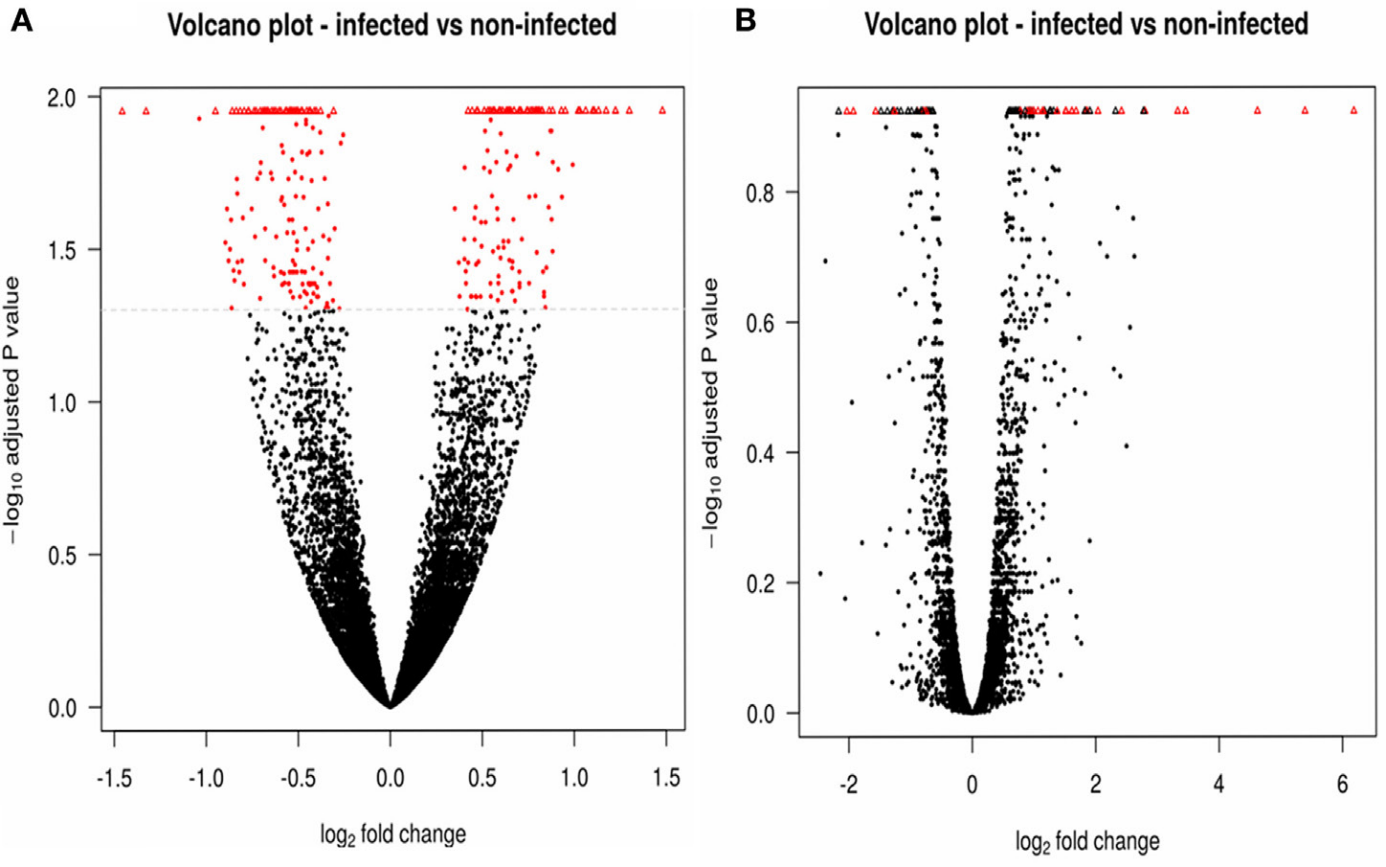
Comparisons of significantly differentially expressed genes. DESeq2 **(A)** and edgeR **(B)** results are illustrated by volcano plots, in which the differentially expressed features are shown in red. Upregulated genes are thus observed as positive values, and downregulated genes as negative values. Triangles correspond to features where the log of the adjusted *p*-value is too low or too high to be displayed on the plot.

### Functional Annotation

To understand the roles of DEGs associated with tsetse fly infection by Tc, identifiers of the *Drosophila* orthologs of the *Glossina* DEGs were examined using the DAVID-functional enrichment tool. 

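The called genes of the authors' deposited DESeq2 table lie on 278 scaffolds. Of the 239 upregulated gene models, 101 overlap a model on the opposite strand, and in 52 of them the overlapping model was called upregulated too. Of the 285 downregulated models, 152 overlap one on the opposite strand, and in 87 of them the overlapping model was called downregulated too. Of all gene models, called or not, 35.2% overlap another on the opposite strand. Over both directions, 4 called models overlap one called the other way. Counting overlapping models called in the same direction once leaves 213 upregulated and 241 downregulated loci. DESeq2 with a fold change prior, refitted from the counts, called the same 524 genes. Fitted without any gene model that overlaps another on the opposite strand, it called 220 genes, 107 of them upregulated. This alternative was chosen after seeing the data. It leaves out by construction the 101 upregulated and 152 downregulated models that overlap, so the 220 are not comparable with all 524. In the authors' deposited edgeR table, the called models form 50 upregulated and 17 downregulated loci.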

Separately, we analyzed the 290 downregulated and 213 upregulated genes reported by DESeq2 and identified 207 *Drosophila* best hits (121 downregulated and 86 upregulated genes). The same analysis by edgeR only resulted in 25 DEG orthologs (6 downregulated and 19 upregulated genes). This reduced number of orthologs could possibly be due to the incomplete assembly and annotation of the *Glossina* genome and/or the high stringency of the BBH criterion (which discards the case where several tsetse fly proteins have the same closest hit in *Drosophila*). These DEGs were examined using DAVID, which compares the list of input genes with a variety of functional annotations. This analysis was focused on the three primary categories of the Gene Ontology annotation: biological process (BP), molecular function (MF), and cellular component (CC). The list of different features is provided in Table 6.

**Table 6:** Functional annotation of differentially expressed genes (DEGs).

Category	Term	Number of DEG	*p*-value	Log2 (fold enrichment)
**DEGs identified with DESeq2**				
GOTERM_BP_FAT	Amine biosynthetic process	6	2.80E−05	15.70
SP_PIR_KEYWORDS	Amino acid biosynthesis	3	2.00E−03	42.80
GOTERM_MF_FAT	ATPase activity, uncoupled	5	9.10E−02	−2.90
GOTERM_MF_FAT	ATP-dependent helicase activity	4	5.80E−02	−4.50
GOTERM_MF_FAT	ATP-dependent RNA helicase activity	4	1.10E−02	−8.40
GOTERM_BP_FAT	Axon guidance	6	2.90E−03	5.90
GOTERM_BP_FAT	Axonal defasciculation	2	8.70E−02	21.50
GOTERM_BP_FAT	Axonogenesis	6	1.20E−02	4.20
GOTERM_BP_FAT	Carboxylic acid biosynthetic process	5	9.90E−04	10.80
GOTERM_MF_FAT	Cation binding	18	6.10E−02	1.50
GOTERM_BP_FAT	Cell morphogenesis	7	8.10E−02	2.20
GOTERM_BP_FAT	Cell morphogenesis involved in differentiation	6	5.70E−02	2.80
GOTERM_BP_FAT	Cell morphogenesis involved in neuron differentiation	6	5.00E−02	2.90
GOTERM_BP_FAT	Cell motion	6	5.20E−02	2.90
GOTERM_BP_FAT	Cell part morphogenesis	6	7.60E−02	2.60
GOTERM_BP_FAT	Cell projection morphogenesis	6	7.20E−02	2.60
GOTERM_BP_FAT	Cell recognition	3	4.40E−02	8.70
GOTERM_BP_FAT	Cellular amino acid biosynthetic process	5	5.40E−05	22.40
GOTERM_BP_FAT	Chemical homeostasis	3	7.70E−02	6.30
GOTERM_MF_FAT	Coenzyme binding	4	6.40E−02	4.30
GOTERM_CC_FAT	Cytosol	6	9.30E−02	−2.40
INTERPRO	DEAD-like helicase, N-terminal	4	6.20E−02	−4.30
GOTERM_BP_FAT	Defasciculation of motor neuron axon	2	6.20E−02	30.70
SMART	DEXDc	4	4.30E−02	−4.90
GOTERM_BP_FAT	Di-, tri-valent inorganic cation transport	3	3.40E−02	10.10
INTERPRO	DNA/RNA helicase, C-terminal	4	6.20E−02	−4.30
INTERPRO	DNA/RNA helicase, DEAD/DEAH box type, N-terminal	4	1.60E−02	−7.40
GOTERM_MF_FAT	Electron carrier activity	5	2.50E−02	4.40
GOTERM_MF_FAT	Enzyme inhibitor activity	3	9.90E−02	5.50
GOTERM_CC_FAT	Eukaryotic translation initiation factor 3 complex	4	4.40E−04	−24.50
GOTERM_MF_FAT	Glutamate synthase activity	2	2.10E−02	93.60
GOTERM_BP_FAT	Glutamine family amino acid biosynthetic process	2	9.50E−02	19.60
GOTERM_BP_FAT	Glutamine family amino acid metabolic process	3	1.50E−02	15.40
GOTERM_BP_FAT	Glutamine metabolic process	2	6.20E−02	30.70
SP_PIR_KEYWORDS	Helicase	4	6.80E−02	−4.20
INTERPRO	Helicase, superfamily 1 and 2, ATP-binding	4	6.00E−02	−4.40
SMART	HELICc	4	4.30E−02	−4.90
SP_PIR_KEYWORDS	Heme	3	8.40E−02	6.10
GOTERM_MF_FAT	Heme binding	4	2.90E−02	5.90
GOTERM_BP_FAT	Homeostatic process	4	8.90E−02	3.70
SP_PIR_KEYWORDS	Hydrolase	14	6.20E−02	1.70
SP_PIR_KEYWORDS	Initiation factor	3	3.40E−02	−10.10
GOTERM_CC_FAT	Intracellular non-membrane-bounded organelle	17	3.60E−03	−2.00
GOTERM_CC_FAT	Intracellular organelle lumen	12	1.00E−02	−2.30
GOTERM_MF_FAT	Ion binding	18	6.40E−02	1.50
GOTERM_MF_FAT	Iron ion binding	6	1.10E−02	4.30
KEGG_PATHWAY	Limonene and pinene degradation	3	6.60E−02	6.60
GOTERM_MF_FAT	Lipase activity	3	9.30E−02	5.70
SP_PIR_KEYWORDS	Lipid-binding	2	4.80E−02	39.90
GOTERM_CC_FAT	Membrane-enclosed lumen	12	1.20E−02	−2.20
GOTERM_MF_FAT	Metal ion binding	18	5.10E−02	1.50
INTERPRO	Mitochondrial substrate carrier	3	3.10E−02	10.60
INTERPRO	Mitochondrial substrate/solute carrier	3	3.30E−02	10.20
GOTERM_CC_FAT	Mitochondrion	8	6.00E−02	2.10
GOTERM_BP_FAT	Mitotic spindle elongation	4	6.50E−02	−4.20
GOTERM_MF_FAT	MRNA binding	6	3.70E−02	−3.20
GOTERM_BP_FAT	ncRNA metabolic process	12	3.10E−07	−7.50
GOTERM_BP_FAT	ncRNA processing	12	6.00E−09	−10.80
GOTERM_BP_FAT	Neuron development	6	9.30E−02	2.40
GOTERM_BP_FAT	Neuron projection development	6	5.00E−02	2.90
GOTERM_BP_FAT	Neuron projection morphogenesis	6	4.90E−02	2.90
GOTERM_BP_FAT	Neuron recognition	3	4.40E−02	8.70
GOTERM_BP_FAT	Nitrogen compound biosynthetic process	6	1.10E−02	4.20
GOTERM_CC_FAT	Non-membrane-bounded organelle	17	3.60E−03	−2.00
GOTERM_CC_FAT	Nuclear lumen	12	4.10E−04	−3.30
GOTERM_CC_FAT	Nucleolus	11	2.20E−09	−13.50
SP_PIR_KEYWORDS	Nucleus	18	1.90E−02	−1.80
GOTERM_CC_FAT	Organelle lumen	12	1.00E−02	−2.30
GOTERM_BP_FAT	Organic acid biosynthetic process	5	9.90E−04	10.80
GOTERM_BP_FAT	Oxidation reduction	8	3.10E−02	2.50
GOTERM_MF_FAT	Phospholipase activity	3	3.60E−02	9.70
SP_PIR_KEYWORDS	Phosphoprotein	16	4.90E−02	−1.70
GOTERM_BP_FAT	Positive regulation of protein kinase cascade	2	8.50E−02	−22.30
GOTERM_CC_FAT	Preribosome	3	3.40E−03	−31.50
SP_PIR_KEYWORDS	Protein biosynthesis	5	1.70E−02	−5.00
GOTERM_BP_FAT	Pseudouridine synthesis	2	9.90E−02	−19.10
GOTERM_MF_FAT	Purine NTP-dependent helicase activity	4	5.80E−02	−4.50
GOTERM_BP_FAT	Regulation of translational initiation	3	1.10E−02	−18.20
SP_PIR_KEYWORDS	Ribonucleoprotein	6	1.30E−02	−4.20
GOTERM_CC_FAT	Ribonucleoprotein complex	13	6.50E−05	−3.70
GOTERM_BP_FAT	Ribonucleoprotein complex biogenesis	12	2.80E−09	−11.60
GOTERM_BP_FAT	Ribosome biogenesis	12	7.10E−11	−16.00
SP_PIR_KEYWORDS	Ribosome biogenesis	5	1.20E−04	−18.60
GOTERM_MF_FAT	RNA binding	14	9.00E−05	−3.60
GOTERM_MF_FAT	RNA helicase activity	4	1.50E−02	−7.50
INTERPRO	RNA helicase, ATP-dependent, DEAD-box, conserved site	3	4.20E−02	−9.00
INTERPRO	RNA helicase, DEAD-box type, Q motif	4	6.50E−03	−10.20
GOTERM_BP_FAT	RNA modification	3	7.10E−02	−6.70
GOTERM_BP_FAT	RNA processing	14	1.40E−05	−4.30
SP_PIR_KEYWORDS	RNA-binding	10	2.20E−05	−6.40
GOTERM_MF_FAT	RNA-dependent ATPase activity	4	1.10E−02	−8.40
GOTERM_BP_FAT	RRNA metabolic process	10	2.10E−10	−22.30
GOTERM_BP_FAT	RRNA modification	2	9.90E−02	−19.10
GOTERM_BP_FAT	RRNA processing	10	2.10E−10	−22.30
SP_PIR_KEYWORDS	RRNA processing	5	1.50E−04	−17.70
COG_ONTOLOGY	Secondary metabolites biosynthesis, transport, and catabolism	3	3.40E−02	8.60
GOTERM_CC_FAT	Small nuclear ribonucleoprotein complex	4	1.80E−02	−6.80
GOTERM_CC_FAT	Small nucleolar ribonucleoprotein complex	4	4.20E−05	−49.00
GOTERM_CC_FAT	Small-subunit processome	3	1.70E−03	−44.10
GOTERM_BP_FAT	Spindle elongation	4	6.70E−02	−4.20
GOTERM_MF_FAT	Tetrapyrrole binding	4	2.90E−02	5.90
GOTERM_BP_FAT	Translation	9	2.10E−02	−2.60
GOTERM_BP_FAT	Translational initiation	4	1.80E−02	−7.00
SP_PIR_KEYWORDS	Transport	7	5.60E−02	2.50
SP_PIR_KEYWORDS	WD repeat	7	1.00E−02	−3.80
SMART	WD40	7	8.30E−03	−3.80
INTERPRO	WD40 repeat	7	1.80E−02	−3.30
INTERPRO	WD40 repeat, conserved site	5	5.30E−02	−3.50
INTERPRO	WD40 repeat, region	6	2.60E−02	−3.60
INTERPRO	WD40 repeat, subgroup	7	7.80E−03	−4.00
INTERPRO	WD40/YVTN repeat-like	8	5.90E−03	−3.60
**DEGs identified with DESeq2**				
GOTERM_BP_FAT	One-carbon metabolic process	2	6.00E−02	−27.2
GOTERM_MF_FAT	Carboxylesterase activity	2	8.40E−02	20.4
GOTERM_MF_FAT	Lipase activity	2	7.90E−02	21.7
GOTERM_MF_FAT	Phospholipase activity	2	4.80E−02	36.6

*Categories: GOTERM_BP_FAT, biological process; GOTERM_CC_FAT, cellular component; GOTERM_MF_FAT, molecular function*.

*SMART & INTERPRO, protein domains; SPIR_KEYWORD, protein information resource provided by SWISSPROT and UniProt*.

*CDG_ONTOLOGY, cluster orthology group*.

*Black fonts: downregulated DEGs; red fonts: upregulated DEGs*.

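The 285 downregulated genes of the authors' deposited DESeq2 table had a median fold change of 1.39-fold lower in infected flies. In edgeR's quasi-likelihood test of the counts, all 285 were lower in infected flies at an unadjusted p under 0.05, by a median of 1.41-fold. In that test, 2 of them, GPPI044712 and GPPI035277, had an adjusted p under 0.1, and the largest adjusted p among the 285 was 0.223. Mean expression ran from 0.708 to 15800 CPM, with a median of 30.7 CPM. In 148 of the 285, all 5 infected libraries lay below all 5 non-infected libraries. The 285 genes were called from the same counts, so neither this separation nor their direction is independent evidence. Infected 5 did not lie below every non-infected library in 72 of the genes and infected 4 in 68, against 26 for infected 1, 24 for infected 3 and 15 for infected 2. The functional classes of these genes were not analysed here.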

The 285 downregulated genes identified by DESeq2 in flies infected with Tc mainly belonged to the BP category, in which the major functional classes were RNA processing (58 genes; 23.48%), ribosome biogenesis (24 genes; 9.71%), and translation (13 genes; 5.26%); the other genes corresponded to several poorly represented classes. The MF category included the functional RNA binding classes (20 genes; 8.09%) and catalytic activity (25 genes; 10.12%). Finally, the CC category included the intracellular lumen (48 genes; 19.43%), non-membrane-bound organelle (34 genes; 13.75%), and ribonucleoprotein complex (25 genes; 10.12%) functional classes (Figure 3).

**Figure 3:**
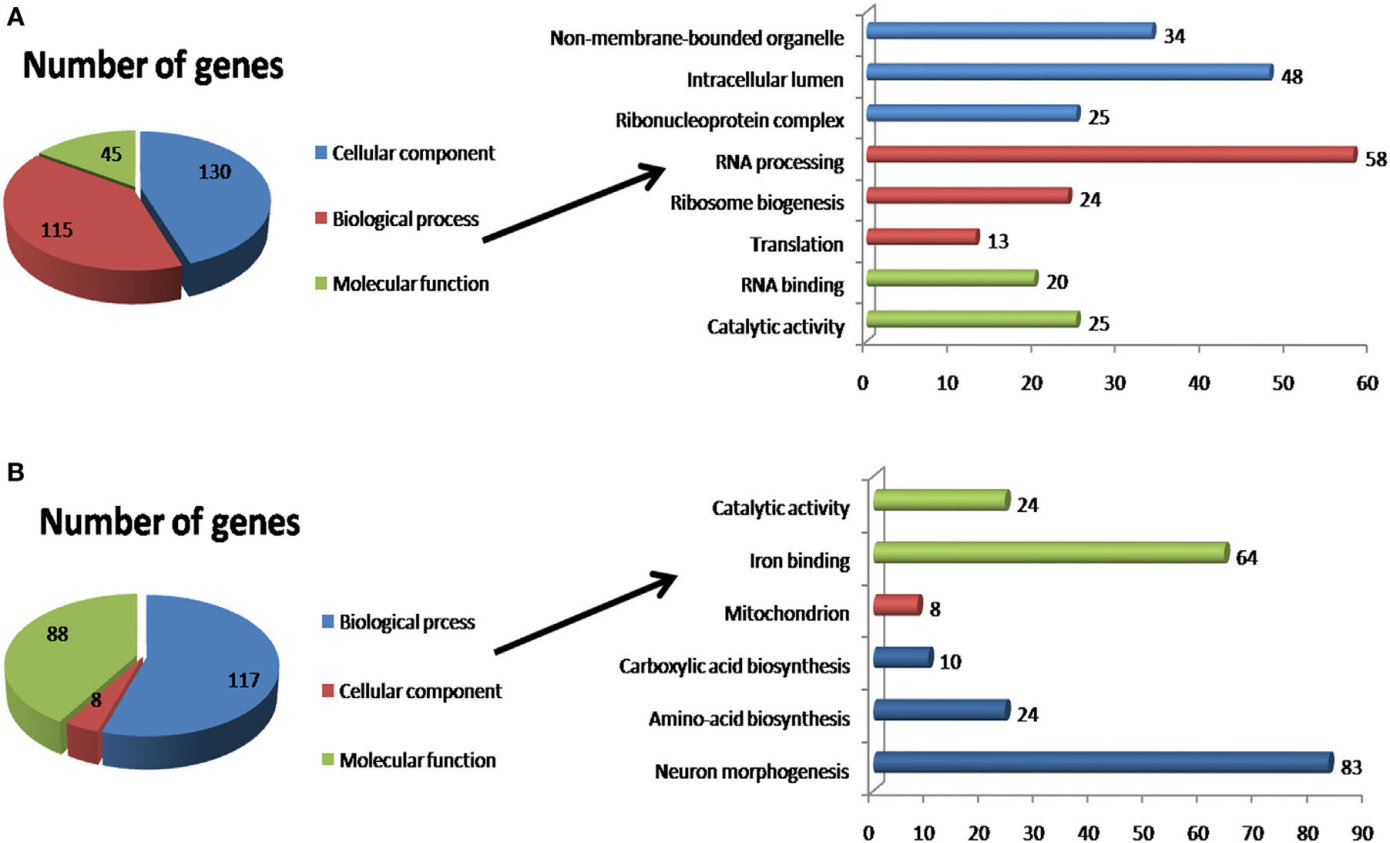
Functional annotation of differentially expressed genes using DAVID. **(A)** Downregulated genes identified by DESeq2. **(B)** Upregulated genes identified by DESeq2. The *x*-axis indicates the number of genes enriched for the term, and the *y*-axis indicates the functional classes that were differentially expressed.

In addition, 239 DEGs were overexpressed in Tc-infected tsetse flies. These DEGs encoded proteins corresponding to the same three primary ontology categories. 

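The 239 upregulated genes of the authors' deposited DESeq2 table had a median fold change of 1.48. All 239 were higher in infected flies in edgeR's quasi-likelihood test of the counts, by a median of 1.56-fold and each at an unadjusted p under 0.05. An adjusted p under 0.1 was reached by 8 of them, including GPPI025317 and GPPI031172, and the largest adjusted p was 0.215 from edgeR. Their median expression was 17.2 CPM, within a range of 0.67 to 843 CPM. In 130 of the 239, all 5 infected libraries lay above all 5 non-infected libraries. Because the 239 genes were called from the same counts, their direction and separation are not independent evidence. The highest infected library was infected 2 in 86 of the genes, infected 3 in 67, infected 5 in 39, infected 4 in 31 and infected 1 in 16. Infected 4 did not lie above every non-infected library in 45 genes and infected 5 in 31, against 11 to 24 for each other infected library.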

The BP category include the neuron morphogenesis functional class (83 genes; 38.96%), amino acid biosynthesis (24 genes; 11.26%), and carboxylic acid biosynthesis (10 genes; 4.7%). The MF category included the iron binding (64 genes, 30%) and catalytic activity (24 genes; 11.26%) functional classes. Finally, the CC category only included the mitochondrion functional class (8 genes; 3.75%).

As already shown for DEGs, edgeR provides a much lower number of functional annotations than DESeq2. Here, using edgeR, fly genes that displayed an increased expression in response to Tc infection were found to belong to the MF category, with only three functional classes: phospholipase activity (2 genes; 10.5%), lipase activity (2 genes; 10.5%), and carboxylesterase activity (2 genes; 10.5%). Finally, expression was decreased for only two genes belonging to the one-carbon metabolic process term (BP category).

### Functional Enrichment of DEGs

To make our analysis more focused and efficient, a functional enrichment was performed to refine the list of tsetse fly DEGs in which expression was influenced by Tc infection. We therefore combined fold enrichment and the *p*-value at a 5% threshold, which allowed applying a Bonferroni correction to eliminate false positives. The Bonferroni correction threshold was fixed at α = 10^−2^, and all functionality with a Bonferroni value below this threshold was considered to be due to trypanosome infection.

Following this correction, 16 functional classes were found to be selectively altered by trypanosome infection. These classes are mainly involved in the transcription process, including (a) RNA related processes (rRNA processing, rRNA metabolic process, ncRNA processing, ncRNA metabolic processes, and RNA processing), involving 63 DEGs; (b) monitoring processes related to the synthesis of the ribonucleoprotein complex (ribonucleoprotein complex biogenesis and ribonucleoprotein complex), involving 29 DEGs; (c) RNA binding, involving 24 DEGs; (d) nucleolus biogenesis (nucleolus and nuclear lumen), involving 23 DEGs; (e) ribosome synthesis, involving 17 DEGs; and (f) eukaryotic translation factor 3 complex, involving 4 DEGs. In contrast to the transcription process, which involved 160 DEGs, the BPs of organic acid synthesis (amine biosynthetic process, cellular amino acid biosynthetic process, carboxylic acid biosynthetic process, and organic acid biosynthetic process) that were found to be activated by trypanosome infection only involved 21 DEGs (Table 7).

**Table 7:** Bonferroni correction for differentially expressed genes (DEGs) enriched functionalities.

Category	Term	Number of DEGs	Bonferroni
	**Downregulated DESEQ2**		
GOTERM_BP_FAT	Ribosome biogenesis	12	3.90E−08
GOTERM_BP_FAT	rRNA processing	10	5.80E−08
GOTERM_BP_FAT	rRNA metabolic process	10	5.80E−08
GOTERM_BP_FAT	Ribonucleoprotein complex biogenesis	12	5.10E−07
GOTERM_BP_FAT	ncRNA processing	12	8.30E−07
GOTERM_BP_FAT	ncRNA metabolic process	12	3.40E−05
GOTERM_BP_FAT	RNA processing	14	1.20E−03
GOTERM_CC_FAT	Nucleolus	11	2.00E−07
GOTERM_CC_FAT	Small nucleolar ribonucleoprotein complex	4	1.90E−03
GOTERM_CC_FAT	Ribonucleoprotein complex	13	2.00E−03
GOTERM_CC_FAT	Nuclear lumen	12	9.40E−03
GOTERM_CC_FAT	Eukaryotic transl. initiation factor 3 complex	4	8.00E−03
GOTERM_MF_FAT	RNA binding	14	1.40E−02
SP_PIR_KEYWORDS	RNA-binding	10	1.80E−03
SP_PIR_KEYWORDS	Ribosome biogenesis	5	4.70E−03
SP_PIR_KEYWORDS	rRNA processing	5	4.00E−03

	**Upregulated DESEQ2**		

GOTERM_BP_FAT	Amine biosynthetic process	6	8.80E−03
GOTERM_BP_FAT	Cellular amino acid biosynthetic process	5	8.50E−03
GOTERM_BP_FAT	Carboxylic acid biosynthetic process	5	9.90E−02
GOTERM_BP_FAT	Organic acid biosynthetic process	5	9.90E−02

*Categories: GOTERM_BP_FAT, biological process; GOTERM_CC_FAT, cellular component; GOTERM_MF_FAT, molecular function*.

*SMART & INTERPRO, protein domains; SPIR_KEYWORD, protein information resource provided by SWISSPROT and UniProt*.

### Associated Metabolic Pathways

The BioCyc metabolic map (Figure 4) and Table 8 illustrate the different pathways that the DEGs are involved in. Among these, the amino acid biosynthesis pathway (which includes the biosynthesis of l-glutamine, l-glutamate, l-serine, l-asparagine, l-aspartate, etc.) is controlled by genes that were shown to be overexpressed following trypanosome infection in the flies. Similarly, DEGs associated with the nucleotide biosynthesis pathway were overexpressed following trypanosome infection, especially uridine monophosphate, an RNA monomer. In contrast, genes involved in the pentose phosphate pathway, namely those implicated in the synthesis of d-ribose 5-phosphate, were downregulated. Phosphorylated pentose is converted by ribose phosphate diphosphokinase into phosphoribosylpyrophosphate, a precursor of nucleotide synthesis. Finally, regarding the carbohydrate biosynthesis pathway, we observed an overexpression of genes encoding malate dehydrogenase, which converts malate into pyruvate.

**Figure 4:**
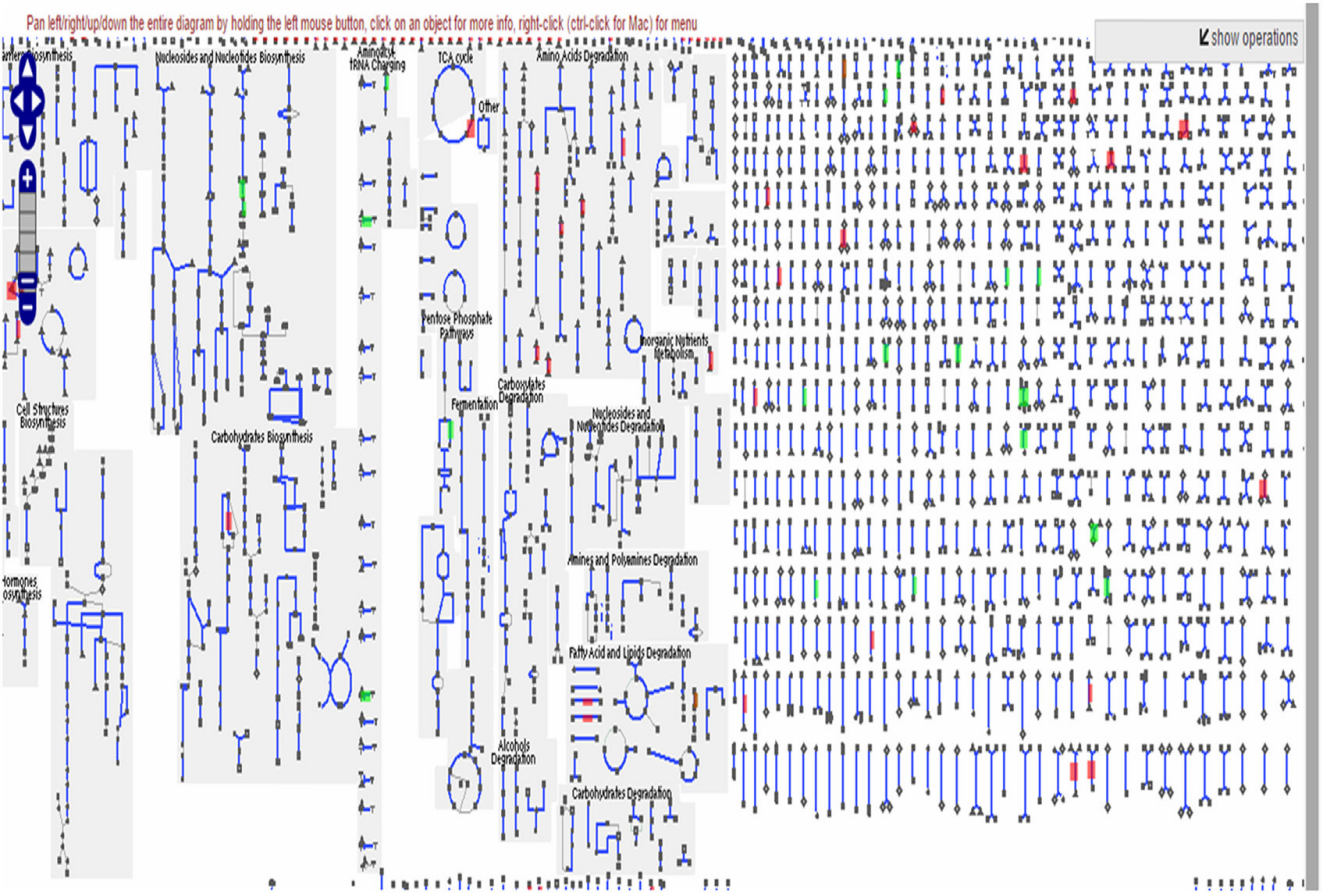
BioCyc metabolic map illustrating the different differentially expressed genes involved in tsetse fly metabolic pathways. The genes activated by the infection are displayed in red, whereas the repressed genes are displayed in green.

**Table 8:** Metabolic pathways associated with fly infection.

Pathways	Functions
Amino acid biosynthesis pathway	Synthesis of l-glutamine
	Synthesis of l-glutamate
	Synthesis of l-serine
	Synthesis of l-asparagine
	Synthesis of l-aspartate
	Synthesis of l-valine
	Synthesis of l-proline
	Synthesis of l-isoleucine
Nucleotide biosynthesis pathway	Biosynthesis of uridine monophosphate
Pentose phosphate pathway	Repression of d-ribose-5-phosphate
	Synthesis of orotidine
	Synthesis of pyruvate
Carbohydrate biosynthesis pathway	Biosynthesis of pyruvate
Isolated reactions	Synthesis of tyrosine
	Synthesis of serine
	Synthesis of l-glutamine
	Synthesis of l-glutamate
	Synthesis of l-serine
	Synthesis of l-asparagine
	Synthesis of l-methionine
	Synthesis of l-aspartate
	Synthesis of l-valine
	Synthesis of l-isoleucine
	Synthesis of *N*-acetylglucosamine
	Synthesis of galactosyltransferase
	Synthesis of beta-1,4-manosylglycolipid
	Synthesis of S-adenosyl-l-homocysteine
	Repression of immune cytokines
	Repression of formyltetrahydrofolate DH
Transport	Transport of lipids
	Transport of ATP
	Transport of succinate
	Transport of l-carnitine
	Transport of GTP
	Transport of acid dicarboxylic
	Transport of acid monocarboxylic
	Transport of l-tyrosine
	Transport of l-serine
	Transport of Ca^2+^
	Transport of nucleotide
	Transport of Cyclic GMP
	Transport of proteinogenic amino acid
	Transport of NAD^+^
	Transport of l-fructose
	Transport of GDP
	Transport of fatty acid
	Transporter activity
	Calcium ion binding

Interestingly, a large number of up- and downregulated DEGs were related to a given biosynthetic process meaning that upregulated DEGs encoding amino acids (such as tyrosine, serine, glutamine, and several others) were found in the amino acid synthesis pathway. Other overexpressed genes that were identified are involved in the biosynthesis of galactosyltransferase, *N*-acetylglucosamine, and beta-1,4-manosylglycolipide, which are all molecules that interact with the immune system of the tsetse fly (64–66). In contrast, genes involved in the biosynthesis of cytokines were downregulated in trypanosome-infected flies, as compared to non-infected flies. Similarly, genes involved in folate metabolism (e.g., the biosynthesis of formyltetrahydrofolate dehydrogenase), the main source of energy in flies, were downregulated.

Finally, DEGs involved in the transport of several molecules from the extracellular space toward the cytosol compartment were upregulated. This transport includes molecules with a role in cell nutrition, and nutrients such as lipids, but also ATP, succinate, and l-carnitine (which participates in the degradation of fats).

## Discussion

Understanding the mechanisms involved in tsetse fly susceptibility or refractoriness to trypanosome infection is crucial for developing a novel anti-vector based strategy to control the spread of sleeping sickness and nagana. One recent study was performed within this context to identify genes in Gpg associated with its susceptibility or refractoriness to Tbg infection, using an RNA-seq approach (17). The underlying hypothesis was that some of the genes involved in controlling fly susceptibility/resistance to trypanosome infection could be targeted in order to increase the refractoriness of the fly, thereby decreasing its vector competence while enabling the development of an anti-vector strategy against the disease. As this analysis was performed with insectary flies artificially infected with trypanosomes, it was necessary to verify that similar molecular events occur in field flies naturally infected by trypanosome vs. non-infected flies. To accomplish this, we have chosen the Gpp/Tc couple, whose prevalence (even in HAT foci) is often higher than observed with the Gpp/Tbg couple.

As in the previous study (17), we employed an RNA-seq approach. This provided satisfactory results regarding the mapping of reads on the fly genome, since nearly 75% of the 124 million reads (mean number per sample) were properly paired. However, this was not the case for the Tc genome, which displayed an average of less than 1% of properly mapped reads. This result is not surprising, given that our pre-sequencing manipulations did not target the trypanosome genome. Other contributing factors include the preparation of libraries, which was based on poly(a) selection using Oligo(dT) beads (67) and the *Trypanosoma* genome, which is organized in polycistron units (68).

The infection duration in artificial infection experiments was monitored in the previous report, revealing that the levels of over- or under-expression in DEGs at 3, 10, or 20 days after infection can vary largely (17). In contrast, the present study was performed on tsetse flies sampled in the field, thus neither their age- nor the time-elapsed post-fly infection could be measured. Consequently, the recorded results represent an average level of DEG expression in Gpp flies that may have been infected by trypanosomes (Tc) recently or in the past several days. Similarly, it is possible that non-infected samples could group together flies that were truly never infected with flies that have eliminated their ingested trypanosomes (i.e., “self-cured” or “refractory” flies).

Despite this uncertainty, the results clearly demonstrate a very strong interaction between the parasite and its host/vector, resulting in major transcriptomic changes in the fly. For instance, the level of the “rRNA processing” function in infected vs. non-infected flies was as low as log2 = −22.3. 

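Principal components 1 to 4 held 36.5%, 15.7%, 10.8% and 9.15% of the variance. The exact permutation p for a difference between infected and non-infected flies (5 against 5, two-sided) was 0.698 on component 1, 0.119 on component 2, 0.0635 on component 3 and 0.167 on component 4, and the smallest adjusted p over the 4 was 0.222. From the differences in gene expression between infected and non-infected flies, among them the level it gives for rRNA processing, the paper concludes that the parasite and its vector interact strongly and that the fly transcriptome changes to a major extent.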

In other words, when the infected flies were captured and dissected, the “rRNA processing” function was 2^22.3^ = 5.16 × 10^6^ fold lower than the value recorded in non-infected flies sampled at the same time and in the same areas. This indicates that the “rRNA processing” function was not effective at that time, and that at least 1 of the 10 DEGs shown to be involved in this function was essentially no longer expressed; however, this does not mean that it could not be reactivated at a later point in a fly’s life.

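The largest fall of a called gene was 2.59-fold in the authors' deposited DESeq2 table, whose values are shrunken by a fold change prior, and 4.2-fold in the authors' deposited edgeR table. Without shrinkage, the largest fall among the genes called in the authors' deposited DESeq2 table was 4.23-fold with DESeq2 and 4.2-fold in edgeR's quasi-likelihood test. Each of the 285 downregulated genes of the authors' deposited DESeq2 table had counts in all 5 infected libraries, with a mean of at least 21.2 counts per infected library. In the authors' deposited edgeR table, the lowest such mean among the 20 downregulated genes was 43.6 counts. Of the 13181 tested genes, 0 lacked counts in every infected library. Among all gene models, those without a count in any infected library had at most 33 counts over the 5 non-infected libraries together. Over all tested genes, the largest fall in edgeR's quasi-likelihood test was a log2 fold change of -6.34 (adjusted p = 0.19). This gene model, on scaffold 107 from 460620 to 476155 and chosen after its values were seen, had 105 CPM in non-infected 5 and at most 0.399 CPM in every other library. Which genes belong to rRNA processing was not analysed here. Table 6 labels the paper's value for rRNA processing as the log2 of a fold enrichment, a different measure from these falls in expression.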

In this study, we reported that 290 fly genes were downregulated and 213 were upregulated. This type of imbalance is expected to be induced either by a parasite or a symbiont, and to result in disturbing the host metabolism in such a way as to facilitate microorganism establishment (69, 70). In agreement with this, we observed the repression or non-activation of transcription genes that may allow the trypanosome to alter its host’s transcription steps. Furthermore, certain metabolic pathways were downregulated that can prevent the host from synthesizing factors (proteins or metabolites) needed to fight infection (71). In this context and concerning the “Biological Process,” “Cellular Component,” and “Molecular Function” categories, most of the functional classes were associated with the host transcription/translation machinery (translation, RNA binding, ribonucleoprotein complex, ribosome processing helicase, etc.). Only 10% of the DEGs were related to “Catalytic activities.” In contrast, overexpressed DEGs were involved with catalytic activities, cellular activities (morphogenesis, motion, and cell recognition) and, surprisingly, neuron activities (neuron development and neuron recognition). This is coherently illustrated in Table 6, where those “terms” that were over- or under-represented in DEGs (equal to or higher than a fourfold change) and that were identified through functional annotation on the *D. melanogaster* database have been alphabetically classified.

Our identification of the metabolic pathways associated with infection (Table 8) highlights the importance of the amino acid biosynthesis pathway. This provides the parasite with a broad range of amino acids that serve as a valuable source of energy, as previously reported for *T. cruzi*, the parasite causing Chagas disease (72), and microsporidia, a parasite of fishes (73). One such amino acid that we identified is proline, whose synthesis was overexpressed in Gpg infected with Tbg in comparison to non-infected flies (17). We also observed an increase in the biosynthesis of *N*-acetyl-glucosamine, a molecule that can affix itself to lectins that possess a sugar recognition area (74). This process inactivates tsetse fly lectins that are otherwise lethal to procyclic forms of trypanosomes (65), which consequently favor trypanosome installation in the fly vector. Interestingly, this mechanism has also been reported in Gpg infected with Tbg.

As reported in experimental Gpg insectary flies infected with Tbg, we have shown that field-collected Gpp naturally infected with Tc exhibit a strong cytokine repression in comparison to uninfected tsetse flies. This result indicates that strong alteration of the immune system occurred in infected flies, favoring parasite installation. In addition, *Trypanosoma* infection repressed 34 DEGs encoding non-membrane-bound organelles and 48 DEGs encoding expression of the intracellular lumen (an organelle consisting of chromatin). This type of scenario has also been described for the herpes simplex virus type 1, which can modify the structure and dynamics of chromatin through posttranscriptional modification of histone or other chromatin-forming proteins, contributing to their establishment within the host (75).

This is the first study to evaluate the transcriptomic events associated with infection by the Tc trypanosome in field Gpp tsetse flies. Our results establish that field flies naturally infected by trypanosomes display disruptions in their gene expression that result in either overexpression or under-expression of certain fly genes, as similarly observed in experimentally infected insectary flies. Furthermore, molecular disruptions occur in Gpp when infected with Tc, just as in Gpg that have been artificially infected with Tbg. Importantly, these findings indicate that different *Glossina* species infected with different trypanosome species under different conditions display comparable molecular reactions, which validate the use of experimental host/parasite couples for future research programs.

## Author Contributions

AG conceived and designed the experiments. JMTN, FN, BL, GK-N, and NF-N performed the experiments. JMTN, CR, JH, and AG analyzed the data. BL and AG contributed reagents/materials/analysis tools. JMTN, FN, JH, and AG wrote the paper.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^https://github.com/rioualen/gene-regulation.

^2^http://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

# Supplementary material for: Transcriptional Profiling of Midguts Prepared from Trypanosoma/T. congolense-Positive Glossina palpalis palpalis Collected from Two Distinct Cameroonian Foci: Coordinated Signatures of the Midguts’ Remodeling As T. congolense-Supportive Niches
**Source:** Front Immunol. 2017 Jul 28;8:876. doi: 10.3389/fimmu.2017.00876
**Supplement:** Supplementary file 1

**Supplementary Table S1.** Read mapping statistics

| Glossina | Mapped reads (%) | Properly paired reads (%) | Singleton reads (%) | QC-passed reads |
| --- | --- | --- | --- | --- |
| J26-1 | 125,058,980 (90.58) | 116,591,168 (84.45) | 4,040,004 (2.93) | 138,066,128 |
| J20-10 | 129,872,362 (89.06) | 119,792,994 (82.14) | 4,710,534 (3.23) | 145,832,638 |
| J17-18 | 90,863,847 (87.80) | 83,749,694 (80.92) | 3,379,607 (3.27) | 103,492,222 |
| J17-23 | 116,641,082 (85.39) | 107,774,428 (78.90) | 4,061,262 (2.97) | 136,603,756 |
| J16-51 | 98,022,521 (92.05) | 92,392,452 (86.76) | 2,723,537 (2.56) | 106,487,404 |
| J16-16 | 92,412,766 (90.87) | 85,939,484 (84.51) | 3,015,912 (2.97) | 101,696,300 |
| J16-43 | 116,643,030 (90.36) | 108,086,960 (83.73) | 3,825,814 (2.96) | 129,092,644 |
| J18-17 | 106,254,728 (90.89) | 98,758,424 (84.48) | 3,456,288 (2.96) | 116,902,534 |
| J2-8 | 105,813,746 (91.45) | 98,890,442 (85.46) | 3,273,354 (2.83) | 115,711,260 |
| J40-10 | 132,974,262 (92.10) | 124,884,702 (86.50) | 3,801,878 (2.63) | 144,378,524 |
| **Mean** | **1,114,557,324 (89.87)** | **1,036,860,748 (83.61)** | **3,628,819 (2.92)** | **123,826,341** |
|  |  |  |  |  |
| Trypanosoma | Mapped reads (%) | Properly paired reads (%) | Singleton reads (%) | QC-passed reads |
| J26-1 | 301,708 (0.22) | 135,810 (0.10) | 160,522 (0.12) | 138,066,128 |
| J20-10 | 280,353 (0.19) | 99,732 (0.07) | 175,517 (0.12) | 145,832,638 |
| J17-18 | 888,372 (0.86) | 720,190 (0.70) | 150,776 (0.15) | 103,492,222 |
| J17-23 | 316,294 (0.23) | 120,492 (0.09) | 189,366 (0.14) | 136,603,756 |
| J16-51 | 167,987 (0.16) | 41,578 (0.04) | 123,777 (0.12) | 106,487,404 |
| J16-16 | 193,502 (0.19) | 43,984 (0.04) | 146,716 (0.14) | 101,696,300 |
| J16-43 | 260,985 (0.20) | 63,124 (0.05) | 194,959 (0.15) | 129,092,644 |
| J18-17 | 195,443 (0.17) | 46,676 (0.04) | 146,541 (0.13) | 116,902,534 |
| J2-8 | 170,859 (0.15) | 43,806 (0.04) | 124,403 (0.11) | 115,711,260 |
| J40-10 | 227,522 (0.16) | 59,662 (0.04) | 164,548 (0.11) | 144,378,524 |
| **Mean** | **300,302.5 (0.24)** | **137,505.4 (0.11)** | **157,712.5 (0.12)** | **123,826,341** |

Yellow underlined: the 5 infected samples under experimentation

How the deposited data were processed for this re-analysis (not part of the article)

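RNA from the midguts of 10 field-caught Gpp flies was sequenced, 5 infected with Tc and 5 non-infected, with 1 library per fly. Samples were mapped to groups and replicate numbers by their labels. The authors merged 4 lanes per library, checked the reads with FastQC, aligned them to the Gpp scaffolds with Subread-align and counted them per gene model with featureCounts 1.5.0-p1. The authors' deposited count table holds raw counts. Its command line sets transcripts as the feature and a stranded count, and it does not set the option that counts read pairs. The authors' deposited comparison tables come from DESeq2 1.12.3 and edgeR 3.14.0, run through SARTools. They hold the same counts. The authors' fold change is a ratio of infected over non-infected flies from each tool's fit, and the authors' log2 fold change is the log2 of that ratio. The authors' p-values come from the same fits and were adjusted by the Benjamini–Hochberg method. The other columns hold score values, which the authors made by scaling the counts with each tool's normalization factors, rounding them and averaging them by group; they were not used in the comparisons. Read and mapping totals, including those of trypanosome reads, were taken from Table S1 of the paper.

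Counts were analysed with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 in R 4.3.3, and tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Genes were kept with edgeR's filterByExpr, which left 13181 genes, scaled by TMM, and tested with edgeR's quasi-likelihood test for infected against non-infected flies, two-sided, with an adjusted p of 0.05 as threshold and no covariate. Log2 CPM used a prior count of 2. The same test was run with log2 properly paired trypanosome reads per 1000000 as a continuous term in place of the group. Measures of whole libraries were compared by exact permutation tests, two-sided. The authors' settings were refitted as alternatives: DESeq2 with a fold change prior, and the likelihood ratio test of edgeR on genes over 1 CPM in 5 libraries. Other alternatives were DESeq2 without shrinkage, limma-voom with and without quality weights, scaling by median of ratios, upper quartile or library size alone, other count filters, robust fitting, other thresholds, a block on replicate number, and each library left out in turn.

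The rule for named genes took those with the largest changes among called genes, those the paper names and members of gene lists. Where gene identifiers are not paired with names, it gives at most the 2 genes with the smallest adjusted p that rose and the 2 that fell, by identifier. Since 0 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test (2147 had an unadjusted p under 0.05, and DESeq2 with a fold change prior called 524 genes, the likelihood ratio test 73 and limma-voom 0), the genes with the smallest adjusted p are given with their values. Lists of genes by function and by cell type, and classes of genes by protein signature, had been prepared and were not tested, because gene names and sequences were not used here. The paper's functional classes and enrichment were not analysed here for the same reason.

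Total counts per library were 49738635 to 79464162, so that 1 CPM stands for about 49.7 to 79.5 counts before scaling. Intervals from counts would cover counting error only. The tests were tried on simulated counts with 200 changed genes among 13181, in 3 runs. Of the calls, 3.45% were of unchanged genes with edgeR's quasi-likelihood test, 3.86% with limma-voom, 10.4% with the likelihood ratio test and 16.5% with DESeq2 with a fold change prior. Of the genes changed by a fold of 1.5, these tests called 13.4%, 10.9%, 15.9% and 32.8%, and of those changed by a fold of 2 they called 49.8%, 50.2%, 55.2% and 69.2%. The simulated counts varied independently between libraries, without the structure of the real samples, so these shares need not hold for the real calls.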

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

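Among the tests given here, the one of the position of infected 5 was set before its result was seen, and those on opposite strands, on the labels and on the exchange of libraries were chosen only after the result was seen.

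In 34 groups of 5 libraries, the highest or lowest library was compared with the rest, and chance alone picks out about 1 group in 20. Infected 3 stood far above the other infected libraries, with 6959 properly paired and 8584 mapped trypanosome reads per 1000000. For GPPI025317, non-infected 1 stood above the other non-infected libraries at 10.3 CPM. For GPPI031172, infected 4 stood above the other infected libraries at 1344 CPM. For GPPI035277, non-infected 1 stood above the other non-infected libraries at 2.00 CPM.

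Infected 5 had 390.4 properly paired trypanosome reads per 1000000, a level found in the non-infected flies. An exchange of labels with a fly as rich in trypanosome reads as infected 1 to 4 would put a non-infected library in their range. The highest non-infected library had 489, below all of them. An exchange with an infected fly that had few trypanosome reads would not show in these values, so they cannot decide on it. The paper identified trypanosomes by PCR on DNA of the midguts and repeated positive results once. That the fly carried few or no trypanosomes in its midgut cannot be told apart from a position that varies between infected flies for other reasons. On an axis from 0 at the non-infected mean to 1 at the infected mean, infected 5 lay lowest of the infected libraries at 0.317 (0.211 over the upregulated and 0.58 over the downregulated genes), infected 3, with the most trypanosome reads, at 0.392, infected 4 at 0.509, infected 1 at 0.719 and infected 2 at 0.861, while non-infected 4 lay at 0.639 and the other non-infected libraries at 0.00347 to 0.19. Over the downregulated genes alone, infected 4 lay lower than infected 5, at 0.507, and infected 3 lay beside it, at 0.581. Each library was left out of the means and gene calls of its own axis, so positions are not on 1 common scale. The axes held from 245 genes (non-infected 3) to 1044 genes (non-infected 4). Genes called because the other libraries differ can by themselves put a left-out infected library below 1. The axis used genes called by DESeq2 with a fold change prior in the other libraries, because edgeR's quasi-likelihood test, planned for it, called 0 genes without infected 5 (2283 at an unadjusted p under 0.05, against 618 called by DESeq2 and 124 by the likelihood ratio test).

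Some gene models that overlap on opposite strands had near-equal counts, with totals within 10% in 293 (20.9%) of 1403 nested pairs. If both strands were transcribed separately, the log2 ratio of their counts would vary between libraries by at least the sampling noise, but among the nested pairs with totals within 10% the median SD was 0.233 of that noise, and it was below the noise in 275 of 293 pairs. In neighboring pairs with totals within 10% that do not overlap, it was 4.02 times the noise. Over all 1403 nested pairs, whatever their totals, the median SD was 1.38 times the noise. A candidate explanation is that both reads of a pair were counted separately, each on its own strand, which would hold the ratio below the sampling noise, as the 0.233 does. The count command did not set the option for read pairs, and 7 of the 10 libraries held more counts than read pairs. The design names no biological condition for this pattern.

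More genes were called when infected 4 and non-infected 4 changed places, 750 in place of 524 with DESeq2. Exchanged labels would give non-infected 4 many trypanosome reads, but infected 4 had 882.1 properly paired reads per 1000000, more than every non-infected library, and non-infected 4 had 378.6, the lowest of all libraries. Count columns exchanged after mapping would give 63.4 and 54.2 counts per 100 mapped reads, against 54.7 to 60.1 (SD 2.02) in the other 8 libraries, and the first of these lies above that range by more than the SD. Differences between flies in age, time since infection or earlier cured infection, which the paper names, stay open and were not tested. The same holds for differences in village, sex or Tc type, which were not known here for these flies.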

How the results depend on the processing

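The alternatives were chosen before the data were examined, except those on overlapping genes, on infected 3 and 5 together and on principal components, and all those tried on the counts from DESeq2 with a prior, from the likelihood ratio test and at an unadjusted p, which were chosen after seeing the data. The count of 0 genes in edgeR's quasi-likelihood test (2147 at an unadjusted p under 0.05) was also 0 with limma-voom, median-of-ratios and upper-quartile scaling, no count filter (19536 genes tested, 2485 at an unadjusted p under 0.05), robust fitting, a log2 fold change limit of 2 and the replicate block. The block had 1953 genes at an unadjusted p under 0.05, but replicate numbers do not pair the flies. Deviations of same-numbered flies from their group means had correlations from -0.35 to 0.41. The count was 541 with DESeq2 without shrinkage, 524 with a fold change prior, 73 with the likelihood ratio test, 4 with quality weights, 313 with library size alone, 5 with genes over 1 CPM in 5 libraries, 10 at an adjusted p of 0.1, 4 without overlapping genes, 15 without infected 3 and 5, and 9 and 24 with principal component 1 and 3 as covariates. With each library left out it ran from 0 to 55 (without non-infected 4; 6 without infected 4 and 1 without infected 3). DESeq2 with a prior ran from 246 to 1044 (without non-infected 4, 502 of them among the 524), and the likelihood ratio test from 25 to 145. Both lay outside 1.5 times their count without non-infected 4 and, downward, without infected 2 or without non-infected 1, 2, 3 or 5, and the likelihood ratio test also without infected 5 (124). Without overlapping genes they called 220 and 45, and 1131 genes had an unadjusted p under 0.05; without infected 3 and 5 the likelihood ratio test called 122. The unadjusted count ran from 1684 to 2503 over single libraries. The trypanosome difference ran from 0.72 to 1.76 over single libraries, and its exact permutation p rose above 0.05 without any 1 of the non-infected flies, and with all mapped reads (0.63). The 22 genes that varied with trypanosome reads became 0 without infected 3 (815 at an unadjusted p under 0.05), 42 without infected 2, and 13 without non-infected 1 or 5. GPPI025317, GPPI031172, GPPI044712 and GPPI035277 kept their direction in all 27, 26, 27 and 24 alternatives and passed the threshold in 9, 8, 11 and 5. Beyond fewer genes or libraries, the cause was not tested.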

Differences from the paper's values

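The paper reports 524 genes called by DESeq2, 239 upregulated and 285 downregulated, where edgeR's quasi-likelihood test called 0 (2147 at an unadjusted p under 0.05, limma-voom 0). Both use an adjusted p of 0.05. Of the alternatives set before the data were examined, DESeq2 with a fold change prior gave 524 genes (239 and 285) and DESeq2 without shrinkage gave 541 (254 and 287). Scaling by library size alone gave 311 upregulated genes, within 1.5 times the paper's 239, but 2 downregulated. All the other alternatives set then differed, among them the likelihood ratio test (73 genes) and the quasi-likelihood test without non-infected 4 (55). DESeq2 with a fold change prior stayed within 1.5 times the paper's 524 without infected 1, 3, 4 or 5, settings chosen after seeing the values, with 353, 426, 579 and 618 genes, of which 299, 321, 405 and 411 are among the 524. Without infected 3 and 5 together, also chosen after seeing the values, it gave 487.

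For edgeR the paper reports 53 upregulated and 20 downregulated genes, where edgeR's quasi-likelihood test called 0 (1141 and 1006 at an unadjusted p under 0.05, while DESeq2 with a fold change prior called 239 and 285 and limma-voom 0). The likelihood ratio test of edgeR on genes over 1 CPM in 5 libraries gave 53 and 20. All the other alternatives set before the data were examined differed in both directions.

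The paper's total of 400 M reads compares with 1238 M QC-passed reads over the 10 libraries of its Table S1. The mapping totals were read from that table, so no alternative applies.

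The paper describes the counts as numbers of read pairs, while 7 of the 10 libraries have more counts than read pairs, up to 111 per 100 pairs.

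The paper labels a column of Table 6 as the log2 of a fold enrichment. Of its 115 terms, 27 have a size above 14.3, the log2 of the number of gene models. The column runs from -49.0 to 93.6. The paper reads the value for rRNA processing in this column as a fold difference in expression. Enrichment of a term and change in expression are different measures. The falls of single genes that follow bear on that reading and not on the enrichment. The largest fall of a called gene was -1.37 in the authors' deposited DESeq2 table, which is shrunken by a fold change prior (-2.08 for the same set of genes with DESeq2 without shrinkage), and -2.07 in the authors' deposited edgeR table, and each called gene of both tables had counts in every infected library.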

Other observations

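Only the split of the libraries for edgeR's quasi-likelihood count at an adjusted p of 0.05 and the genes that vary with trypanosome reads were tests set beforehand; the other tests here were chosen only after the result was seen.

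Expression in the midgut also varied with the number of trypanosome reads. With log2 properly paired trypanosome reads per 1000000 in place of the group, edgeR's quasi-likelihood test over 11800 genes called 22 genes, all higher with more reads. They rest on infected 3, since without it 0 genes were called (815 at an unadjusted p under 0.05; other tools were not run for this term) and the smallest adjusted p was 0.611. The count was 42 without infected 2, of which 31 were higher and 11 lower with more reads, and 13 without non-infected 1 or without non-infected 5.

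The share of counts held by the 10 gene models with the most counts over all libraries together was lower in libraries with more trypanosome reads (Pearson's r -0.721, permutation p = 0.00767; Spearman's rho -0.806, permutation p = 0.00741; n = 10). Without infected 3 and infected 1, the 2 libraries farthest from the median of trypanosome reads, r was -0.79 (permutation p = 0.0184) and rho -0.762 (permutation p = 0.0361, n = 8). These p-values came from random permutations. This was the only relation of this kind computed. The share was 28.9 to 37% in infected 1, infected 5, non-infected 1, non-infected 4 and non-infected 5. In the other libraries it was 17.3 to 29.9%. Infected 2, infected 3 and infected 4, all with more properly paired trypanosome reads than any non-infected library, are among the latter. Infected 1, also rich in these reads, had the lowest share of the former. The relation was not tested apart from this division of the libraries. The TMM factors were 1.11 ± 0.144 (SD, n = 5) in infected and 0.911 ± 0.0879 (SD, n = 5) in non-infected flies (exact permutation p = 0.0317, adjusted p = 0.159 over 8 measures).

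A set of 20 gene models on 13 scaffolds was at least 8-fold higher in each of infected 1, infected 5, non-infected 1, non-infected 4 and non-infected 5 than in any other library, while every other division of the libraries into 5 and 5 gave at most 1 such model. The model with the highest expression, on scaffold 236 from 17269 to 21931 and chosen after its values were seen, had 2570, 1510, 588, 1850 and 2720 CPM in these libraries and at most 39.6 CPM in the others.

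Splits of the libraries into 5 and 5, 100 drawn from 126, say nothing about the 0 genes called by edgeR's quasi-likelihood test at an adjusted p of 0.05, since all 100 reach a count of 0 by construction. The highest other split called 195 genes. That split, of infected 1, infected 5, non-infected 1, non-infected 4 and non-infected 5 against the rest, points to a structure of the samples, and is the one that the 20 gene models follow. At an unadjusted p under 0.05, 2 of 100 splits, the real one included, gave at least the 2147 genes of the real split, and the highest other gave 2266. For DESeq2 with a fold change prior it was 2 of 100, with 524 genes in the real split and 750 in the highest other, and for the likelihood ratio test 4 of 100, with 73 and 249. These shares lie under 0.05, but the 3 counts were chosen after the result was seen and were not adjusted for the number of counts tried. Since other splits exceeded the real one, the splits do not exclude chance or a structure of the samples unrelated to infection. The highest other split was the exchange of infected 4 and non-infected 4 for the unadjusted count and for DESeq2, and the structured split for the likelihood ratio test. Genes in which all libraries of a side lay apart from all of the other numbered 455 in the real split and 652 in the highest other, again that exchange, and 2 of 100 splits, the real one included, gave at least 455.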
